# Tmem161a regulates bone formation and bone strength through the P38 MAPK pathway

**DOI:** 10.1038/s41598-023-41837-4

**Published:** 2023-09-05

**Authors:** Takuya Nagai, Tomohisa Sekimoto, Syuji Kurogi, Tomomi Ohta, Shihoko Miyazaki, Yoichiro Yamaguchi, Takuya Tajima, Etsuo Chosa, Mai Imasaka, Kumiko Yoshinobu, Kimi Araki, Masatake Araki, Narantsog Choijookhuu, Katsuaki Sato, Yoshitaka Hishikawa, Taro Funamoto

**Keywords:** Bone, Osteoblasts

## Abstract

Bone remodeling is an extraordinarily complex process involving a variety of factors, such as genetic, metabolic, and environmental components. Although genetic factors play a particularly important role, many have not been identified. In this study, we investigated the role of transmembrane 161a (Tmem161a) in bone structure and function using wild-type (WT) and Tmem161a-depleted (Tmem161a^GT/GT^) mice. Mice femurs were examined by histological, morphological, and bone strength analyses. Osteoblast differentiation and mineral deposition were examined in Tmem161a-overexpressed, -knockdown and -knockout MC3T3-e1 cells. In WT mice, Tmem161a was expressed in osteoblasts of femurs; however, it was depleted in Tmem161a^GT/GT^ mice. Cortical bone mineral density, thickness, and bone strength were significantly increased in Tmem161a^GT/GT^ mice femurs. In MC3T3-e1 cells, decreased expression of alkaline phosphatase (ALP) and Osterix were found in Tmem161a overexpression, and these findings were reversed in Tmem161a-knockdown or -knockout cells. Microarray and western blot analyses revealed upregulation of the P38 MAPK pathway in Tmem161a-knockout cells, which referred as stress-activated protein kinases. ALP and flow cytometry analyses revealed that Tmem161a-knockout cells were resistant to oxidative stress. In summary, Tmem161a is an important regulator of P38 MAPK signaling, and depletion of Tmem161a induces thicker and stronger bones in mice.

## Introduction

Bone homeostasis is maintained by bone remodeling, which involves bone resorption by osteoclasts and subsequent bone formation by osteoblasts. Osteoblasts are regulated by a variety of genes and transcription factors^1^. For example, the P38 MAPK-osterix (OSX) pathway plays an important role in the regulation of osteogenesis-related gene expression^2,3^. Moreover, excessive oxidative stress reduces osteoblast differentiation, survival, and bone formation, which in turn can result in osteoporosis^4,5^. Osteoporosis can lead to fragility fractures, such as proximal femur fractures and vertebral fractures, resulting in significant morbidity and mortality^6,7^. In recent years, osteoporosis treatments have been targeted to inhibit bone resorption using bisphosphonates and promote bone formation using teriparatide and anti-sclerostin antibodies^8^. Although new treatments are being introduced into clinical practice, multiple genetic factors and the complex pathogenesis are still become challenges in the effective treatment for osteoporosis. Therefore, it is essential to understand the genetic factors involved in bone remodeling.

We recently designed a new screening system to identify and analyze the function of novel genes involved in bone metabolism using mutant mouse strains registered in the Exchangeable Gene Trap Clones database^9,10^. The principle of gene trapping involves randomly inserting a trap vector containing a drug-resistance gene into the embryonic stem cell genome and disrupting only target genes with the inserted vector. The advantage of this method compared with other methods is enhanced efficiency for novel gene-mutant mouse production^9^. In this screening, Tmem161a was selected as a candidate gene for analysis because there were no previous reports on bone metabolism and it had high bone and joint scores in EST profile.

Tmem161a, also known as AROS-29 (adaptive response to oxidative stress), was first reported in 2006^11^. Expression of Tmem161a in Saos-2 cells was shown to be associated with strong resistance to oxidant-induced DNA damage and apoptosis. In addition, Tmem161a is reportedly a tumor-associated antigen overexpressed in human non-small cell lung cancer, and it is related to specific gene expression signatures such as *MYC* and cell cycle genes^12^. Although it has been studied in cancer cells, the physiological role of Tmem161a in bone remodeling remains poorly understood.

In the present study, we first investigated the functional role of Tmem161a in mouse osteoblast differentiation. Bone morphometric and strength analyses were performed in wild-type (WT) and Tmem161a-deficient (*Tmem161a*^*GT/GT*^) mice. Immunohistochemistry studies demonstrated Tmem161a expression in osteoblasts of cortical bones. The functional importance of Tmem161a in osteoblast differentiation was confirmed using MC3T3-e1 murine osteoblasts. Markers of osteoblast differentiation and mineral deposition were examined under various conditions, such as Tmem161a overexpression, knockdown, and knockout (KO). Finally, microarray analyses and oxidative stress induction experiments were performed to elucidate the role of Tmem161a in the molecular mechanism of osteoblast differentiation.

## Results

### Expression of Tmem161a in mouse bone

*Tmem161a*^*GT/GT*^ mice were generated by insertion of two pU-21T exchangeable gene trap vectors. A schematic diagram illustrating the insertion points of the gene trap vectors is shown in Fig. 1a. Genomic PCR is shown in the supplementary Fig. S1a. In *Tmem161a*^*GT/GT*^ mice, the vectors were inserted in homozygously, and RT-PCR confirmed that Tmem161a was null. Expression between Exon 1 and Exon 2 sequence (primer d and b) was detected in WT but not *Tmem161a*^*GT/GT*^ mice (Fig. 1b, supplementary Fig. S1b). In contrast, the pU-21T-targeted sequence (primer d and e) was detected in *Tmem161a*^*GT/GT*^ but not WT mice. *Tmem161a*^*GT/GT*^ mice grew normally, with body weight and other phenotypes indistinguishable from their WT littermates (Fig. 1c). Birth rate was consistent with Mendelian ratio and there were no embryonic lethality of *Tmem161a*^*GT/GT*^ mice. The gene encoding beta-galactosidase was inserted into the pU-21T gene trap vector, enabling tissue-specific detection of *Tmem161a* expression by X-gal staining*.* We first screened for *Tmem161a* expression in various tissues (Supplementary Fig. S2). Tissues of WT mice did not exhibit staining, except for gastrointestinal tract tissues, which have high endogenous β-galactosidase activity^13^. In *Tmem161a*^*GT/GT*^ mice, X-gal staining revealed expression of *Tmem161a* in various tissues, including brain, kidney, and bone. Detailed analyses of the bones of *Tmem161a*^*GT/GT*^ mice revealed strong expression in articular cartilage and cortical bones (Fig. 1d). Hematoxylin–eosin (HE) staining revealed thickening of cortical bone in *Tmem161a*^*GT/GT*^ mice comparing with WT mice (Fig. 1e, arrows). Immunohistochemistry analyses showed that Tmem161a was expressed in pericortical osteoblasts as well as the growth plate in femoral bone of WT mice (Fig. 1f). Complete depletion of Tmem161a was confirmed in *Tmem161a*^*GT/GT*^ mice.

**Figure 1:**
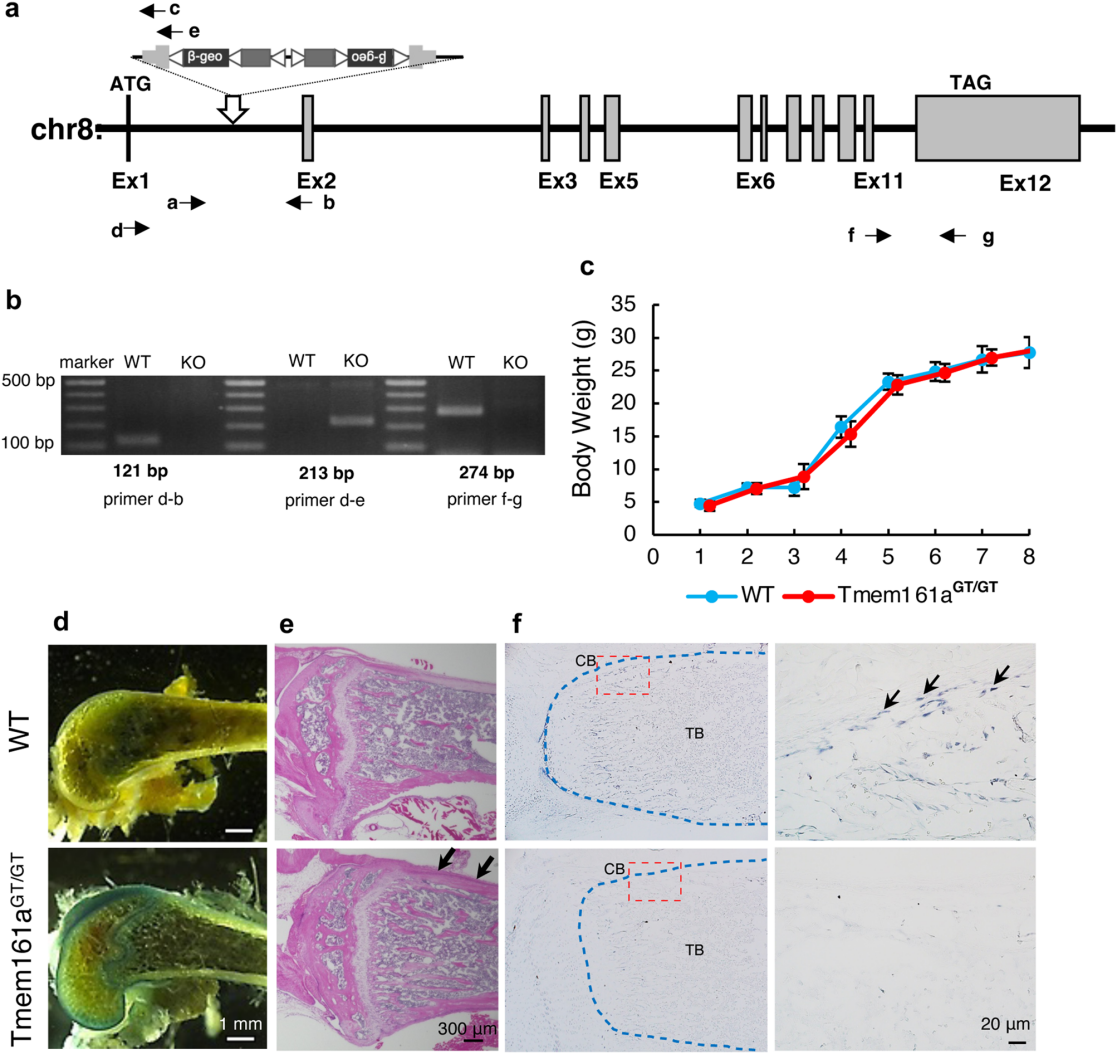
Generation of *Tmem161a*^*GT/GT*^ mice. (**a**) Map of the *Tmem161a*^*GT*^ allele. Trap vectors; two pU21-T with the latter inversion were inserted in intron 1 of *Tmem161a*. (**b**) RT-PCR analysis of *Tmem161a* in WT and *Tmem161a*^*GT/GT*^ mouse bone tissues. Left band is between Exon 1 and Exon 2 (primer d and b). Central band is between Exon 1 and the trap vector (primer d and e). Right band is between Exon 11 and Exon 12 (primer f and g). (**c**) Growth curves of WT and *Tmem161a*^*GT/GT*^ mice. Data represent the mean ± SD from 5 male mice. (**d**) X-gal staining of 8-week-old WT and *Tmem161a*^*GT/GT*^ mouse femurs. Scale bar 1 mm. (**e**) HE staining of 8-week-old WT and *Tmem161a*^*GT/GT*^ mouse femurs. Scale bar 300 μm. (**f**) Immunohistochemistry analysis using with Tmem161a Antibody of 8-day-old mouse femurs. Scale bar 20 μm. *CB* cortical bone, *TB* trabecular bone.

### Increased bone strength in *Tmem161a*^*GT/GT*^ mice

To better understand bone morphology, micro-computed tomography (μCT) scanning was performed on femurs of 8-week-old WT and *Tmem161a*^*GT/GT*^ male mice. In the femurs of *Tmem161a*^*GT/GT*^ mice, thickened cortical bone and higher bone mineral density (BMD) were observed compared with WT littermates (Fig. 2a). Cortical bone parameters, such as cortical BMD (C.BMD) and cortical bone thickness (Ct.Th) were significantly increased in *Tmem161a*^*GT/GT*^ mice (Fig. 2b–d). In contrast, no changes were observed in trabecular bone parameters (Fig. 2e–h). Furthermore, bone strength analyses showed a significant increase in max load and stress in *Tmem161a*^*GT/GT*^ mice (Fig. 2i,j). Moreover, maximum displacement was significantly decreased in the femurs of *Tmem161a*^*GT/GT*^ mice (Fig. 2k). Collectively, these results indicate that *Tmem161a*^*GT/GT*^ mice had significantly stronger bone than WT mice due to thickening of the cortical bone.

**Figure 2:**
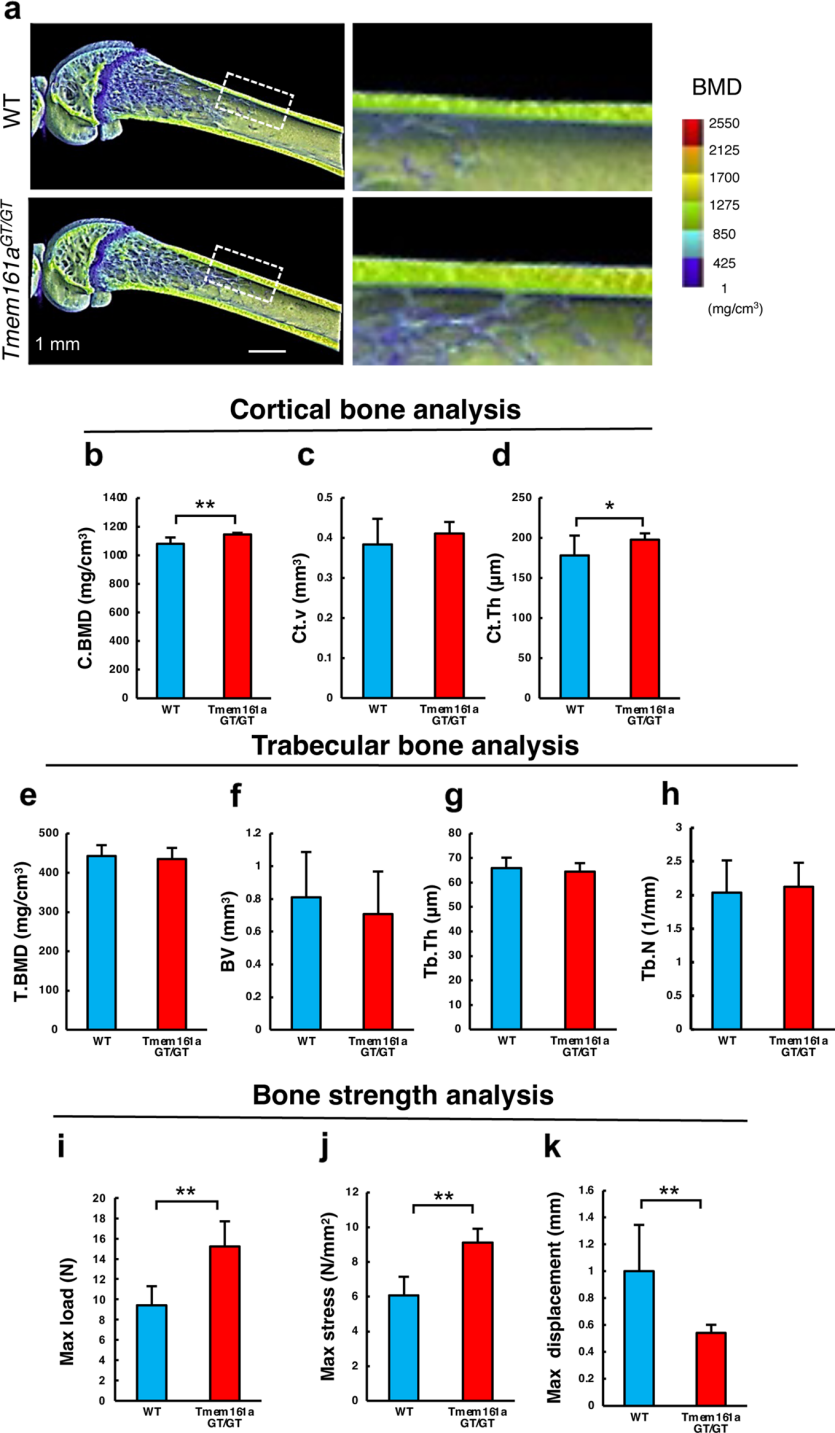
Bone morphometric analysis. (**a**) BMD image of 8-week-old WT and *Tmem161a*^*GT/GT*^ mice femurs. Scale bar 1 mm. Cortical bone mineral density: C.BMD (**b**), Cortical bone volume: Ct.V, (**c**), Cortical bone thickness: Ct.th (**d**), Trabecular bone mineral density: T.BMD (**e**), Trabecular bone volume: BV (**f**). Trabecular bone thickness: Tb.Th (**g**), Trabecular bone number: Tb.N (**h**). Data represent the mean ± SD from 10 mice in each genotype. Biomechanical strength analysis: Max load (**i**), Max stress (**j**), Max displacement (**k**). Data represent the mean ± SD from 5 mice in each genotype. Asterisks indicate statistically significant differences (*p < 0.05, **p < 0.01).

### Overexpression of Tmem161a reduces osteoblast differentiation

The functional importance of Tmem161a was studied in MC3T3-e1 cells, a murine osteoblastic cell line. In MC3T3-e1 cells cultured in osteogenic differentiation medium, *Tmem161a* mRNA expression was significantly increased on day 7 and 14 (Fig. 3a). Tmem161a was then transiently overexpressed in MC3T3-e1 cells. Successful transfection of the Tmem161a-overexpression vector was confirmed by GFP-staining (Fig. 3b). Tmem161a-overexpressing cells were confirmed by immunocytochemistry analysis based on detection of a flag-tag incorporated into the overexpression vector (Fig. 3c). Although *Tmem161a* mRNA expression was highest on day 1, overexpression was maintained until day 5 (Fig. 3d). In *Tmem161a*-overexpressing cells, expression of the alkaline phosphatase (*Alp*) gene, a marker of bone formation, was significantly decreased (Fig. 3e)*.* Expression of *Osx*, which encodes an essential transcription factor for osteoblast differentiation and bone mineralization, was also significantly decreased in Tmem161a-overexpressing cells (Fig. 3f). Significantly weaker ALP staining demonstrated reduced osteoblastic function in *Tmem161a*-overexpressing cells (Fig. 3g).

**Figure 3:**
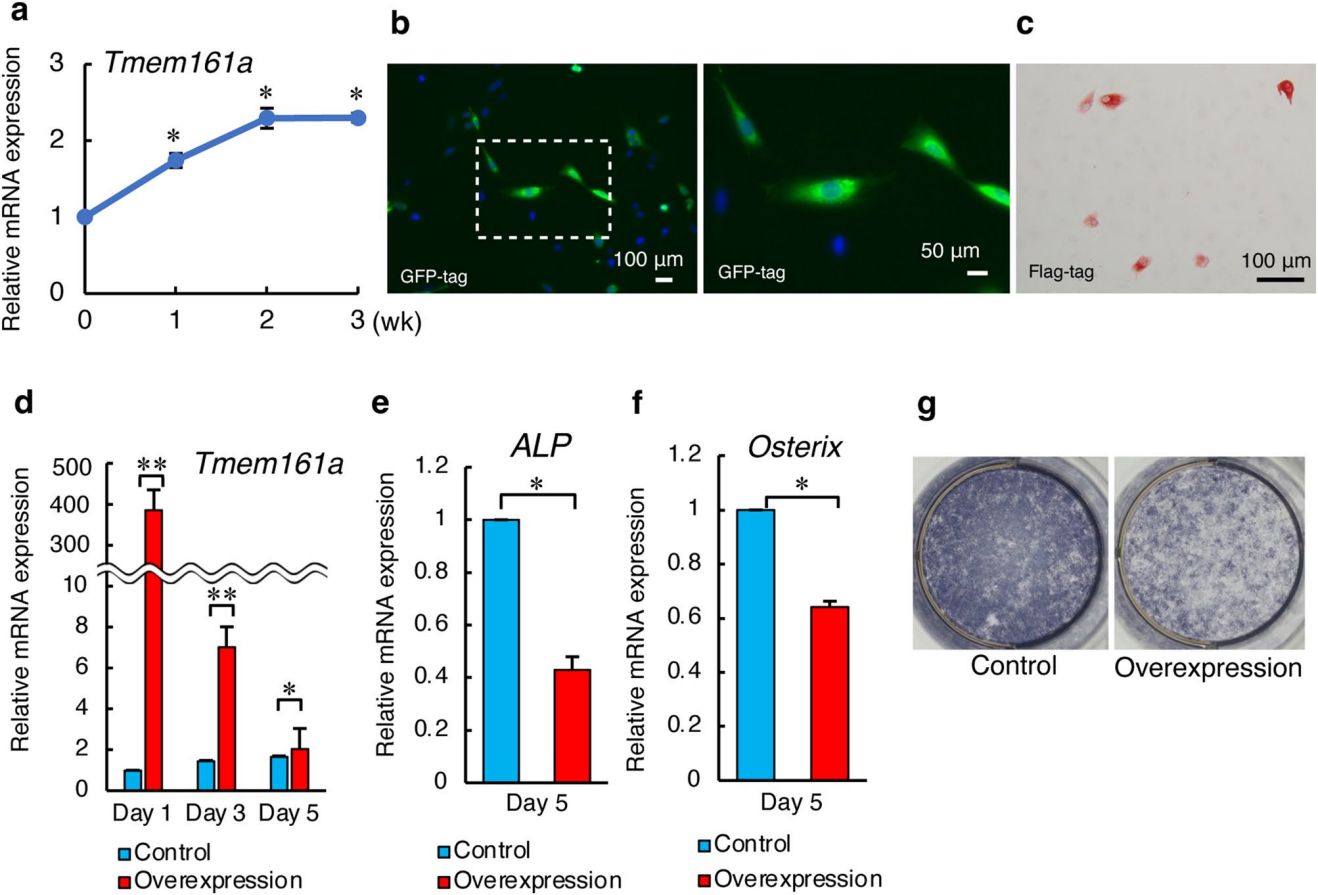
Osteoblast differentiation in Tmem161a-overexpressing MC3T3-e1 cells. (**a**) Expression of *Tmem161a* in MC3T3-e1 cells during osteoblast differentiation. (**b**) Fluorescence detection of GFP-tagged Tmem161a 1 day after transfection. Cell nuclei were stained with DAPI. Scale bar 100 μm (right), 50 μm (left). (**c**) Immunocytochemistry analysis of Tmem161a after transfection with an overexpression vector. (**d**) qPCR analysis of *Tmem161a* mRNA in MC3T3-e1 in control and Tmem161a-overexpression vector-transfected cells. qPCR analysis of *Alp* mRNA (**e**) and *Osx* mRNA (**f**). (**g**) ALP staining in MC3T3-e1 cells 5 days after transfection with control or Tmem161a-overexpression vectors. Data represent the mean ± SD from 3 independent experiments. Asterisks indicate statistically significant differences (*p < 0.05, **p < 0.01).

### Tmem161a does not affect on osteoclast differentiation

To confirm the effect of Tmem161a in osteoclast differentiation, co-cultures were performed using Tmem161a bone marrow cells and MC3T3-e1 cells. There was no significant difference in *Nfatc1* and tartrate-resistant acid phosphatase (*TRAP*) expression reflecting osteoclast function (Supplementary Fig. S5a,b). After cells were stained with TRAP, the concentration of staining was analyzed using Integrated Density of imageJ, there was no significant difference (Supplementary Fig. S5c–e).

### Depletion of *Tmem161a* promotes osteoblast differentiation

To confirm the in vivo experimental findings, *Tmem161a*-knockdown experiments were performed using MC3T3-e1 cells. The efficiency of *Tmem161a* knockdown was 75% and 40% on day 1 and day 5, respectively (Fig. 4a). Moreover, expression of *Alp* and *Osx* mRNAs was significantly increased in Tmem161a-knockdown cells (Fig. 4b,c). Intense ALP staining in Tmem161a-knockdown cells indicated the promotion of osteoblast differentiation (Fig. 4d).

**Figure 4:**
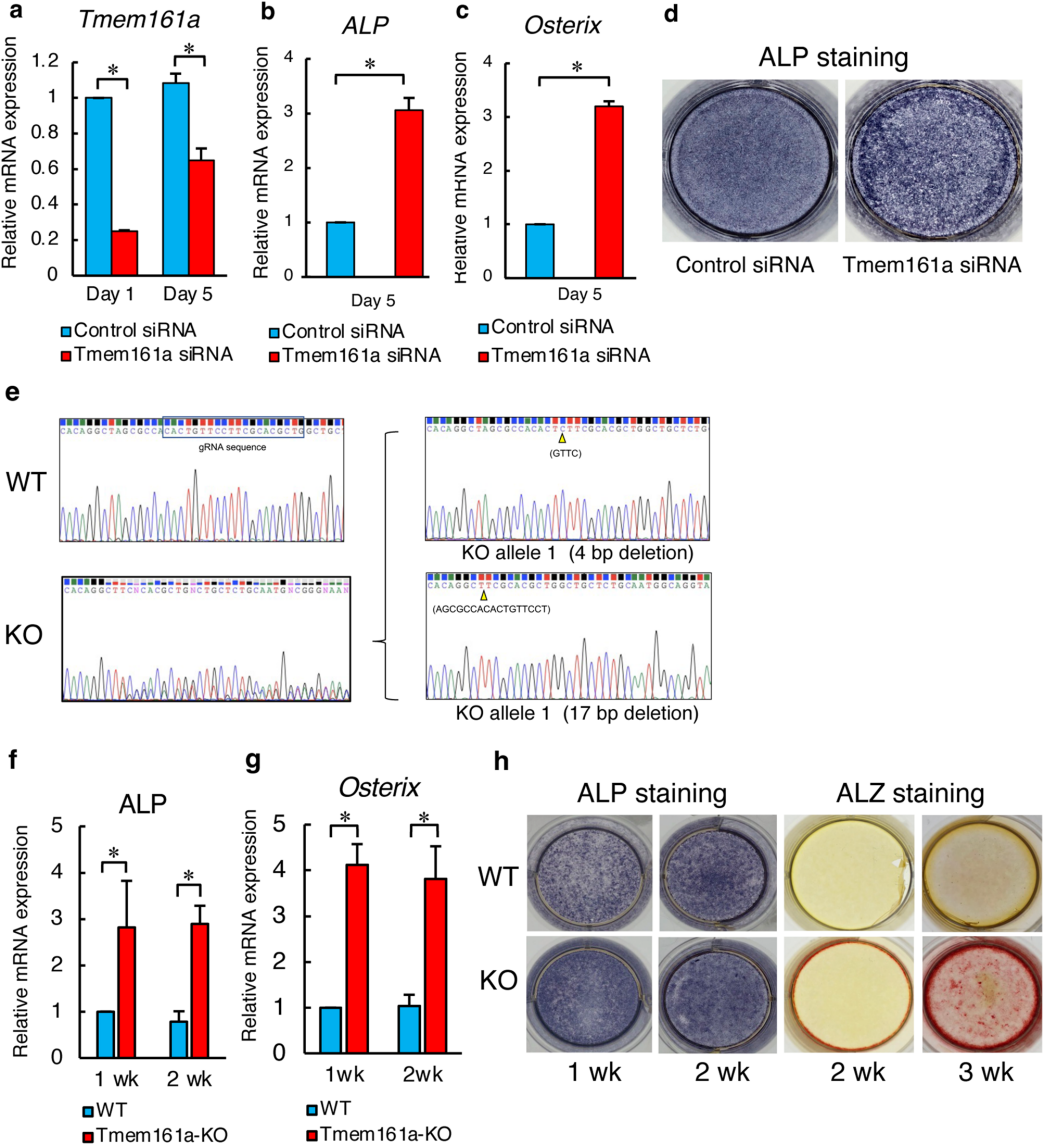
Osteoblast differentiation in Tmem161a-knockdown and -KO MC3T3-e1 cells. (**a**) qPCR analysis of *Tmem161a* mRNA in control and Tmem161a siRNA-transfected cells. qPCR analysis of *Alp* mRNA (**b**) and *Osx* mRNA (**c**)*.* (**d**) ALP staining in MC3T3-e1 cells 5 days after transfection. Osteoblast differentiation in Tmem161a-KO MC3T3-e1 cells generated using CRISPR/Cas9. (**e**) Sequencing of WT and KO cells. KO cells exhibited 4–base pair and 17–base pair deletions. qPCR analysis of *Alp* mRNA (**f**) and *Osx* mRNA (**g**) in WT and Tmem161a-KO cells during osteogenesis. (**h**) Staining of ALP and Alizarin Red S. Data represent the mean ± SD from 3 independent experiments. Asterisks indicate statistically significant differences (*p < 0.05).

The Tmem161a-knockdown model is limited to the study of long-term effects, such as mineral deposition. Therefore, we generated Tmem161a-KO MC3T3-e1 cells using CRISPR/Cas9 (Supplementary Fig. S3a). Sequencing results revealed 4- and 17-base deletions, confirming successful generation of Tmem161a-KO cells (Fig. 4e, Supplementary Fig. S3b). The mRNA expression of osteoblast differentiation markers, such as *Alp* and *Osx*, was significantly increased in Tmem161a-KO cells compared to WT cells (Fig. 4f,g). Intense ALP and alizarin red S staining in Tmem161a-KO cells indicated increases in osteoblastic differentiation and calcium deposition, respectively (Fig. 4h).

### Tmem161a is involved in P38 MAPK signaling

Microarray analysis of WT and Tmem161a-KO cells was used to screen for the expression of genes related to Tmem161a expression (Fig. 5a). 

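MC3T3-e1 is an osteoblastic cell line from mouse calvaria, and the Tmem161a-KO line was grown from it by limited dilution after CRISPR/Cas9 editing. RNA from 3 samples of WT cells and 3 samples of Tmem161a-KO cells was hybridized to Clariom S mouse arrays, which read each gene through several short probes in a single colour. The methods describe the hybridized material as cRNA, whereas the labels of the samples speak of labelled cDNA fragments and mention duplicates without saying what was duplicated. The day of culture, the medium at RNA extraction and whether the samples of a group came from separate cultures are not given in the sources used here. The p-values therefore measure only the spread between these samples, which can be technical. With 1 Tmem161a-KO line, the design does not separate an effect of Tmem161a from a property of that line. The authors normalized the data with GeneSpring and analyzed them in Transcriptome Analysis Console. The deposited values are normalized intensities on a linear scale, and the background correction and the summarization of probes are not given in the sources used here. Each array holds 22205 rows, and the median intensity was 215, 215 and 214 on the WT arrays and 206, 208 and 204 on the Tmem161a-KO arrays. Across rows, log2 intensities of arrays of the same group correlated at r = 0.9961 to 0.9967 and those of arrays of different groups at r = 0.9903 to 0.9925, although rows are not independent replicates. Here the intensities were put on the log2 scale without further normalization. The 19571 rows that carry a gene symbol were tested with limma (lmFit and eBayes on both group means) with Benjamini-Hochberg adjustment over all of them, and a gene was called higher or lower at an adjusted p under 0.05. The 2634 rows without a symbol (11.9%) were left out. The deposited values carry no detection call, so olfactory receptor genes, which these cells have no known use for, served as a measure of background. Their 1091 rows had a median log2 intensity of 5.37 and a 95th percentile of 6.65, against a median of 7.72 over all rows, and 7 of them were called. A change that starts or ends below that percentile understates the difference in RNA. The number of arrays limits the precision, since an exact permutation test of 3 against 3 cannot give a two-sided p below 0.1.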

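Tmem161a, the edited gene, had an intensity of 1148 ± 84.3 (SD, n = 3) in WT cells and 967 ± 32.7 (SD, n = 3) in Tmem161a-KO cells. This log2 difference of -0.25 (standard error 0.11, adjusted p = 0.192 from limma) did not pass the test. Small deletions that shift the reading frame need not lower a transcript, and the place of the probes relative to the deletions is not given in the sources used here, so the value checks neither the knockout nor the labels. The gene with the largest rise was Xlr, an X-linked lymphocyte-regulated gene, which went from 68.8 ± 5.29 (SD, n = 3) in WT cells, below the 95th percentile of the olfactory receptor genes, to 2418 ± 495 (SD, n = 3) in Tmem161a-KO cells. Its log2 fold change was 5.12 (standard error 0.14, adjusted p = 8.48e-12). The log2 fold change was 4.77 for Tnn and 3.58 for Tnc, both tenascins, 3.68 for Pappa, a protease of insulin-like growth factor binding proteins, and 3.02 for Cemip, which takes part in hyaluronan breakdown. Gfra2, a receptor of the GDNF family that lies on chromosome 14, where many genes were higher, rose by 3.29. Lgr4, a receptor gene of the WNT pathway that does not bind WNT itself, rose by 2.49. The other genes among the 12 largest rises were St6galnac2 (3.11), Ndn (2.81), Lrrc17 (2.62), Mcam (2.47) and Nrep (2.44). The lowest estimate was that of Mmp16, a membrane-type matrix metalloproteinase, which fell from 2673 ± 285 (SD, n = 3) to 132 ± 33.2 (SD, n = 3), a log2 fold change of -4.37 (standard error 0.17, adjusted p = 2.46e-10). Further log2 fold changes were -4.32 for Emb, which encodes embigin, -4.20 for Rspo3, an activator of WNT signaling, -3.83 for Thsd4 and -3.57 for Hgf, hepatocyte growth factor. Ccn3 (-2.99), Selenop (-2.79), Galnt13 (-2.76), Dio3 (-2.71), Plpp3 (-2.69), Nid1 (-2.66) and Xdh (-2.52) completed the 12 largest falls, Xdh being on chromosome 17, where many genes were lower. Emb, Rspo3, Hgf and Galnt13 fell to below the background percentile, so their falls are understated and Mmp16 cannot be ranked ahead of Emb and Rspo3. The rule that picked these 24 genes required that they pass the test and that their groups do not overlap.

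**Figure D1:**
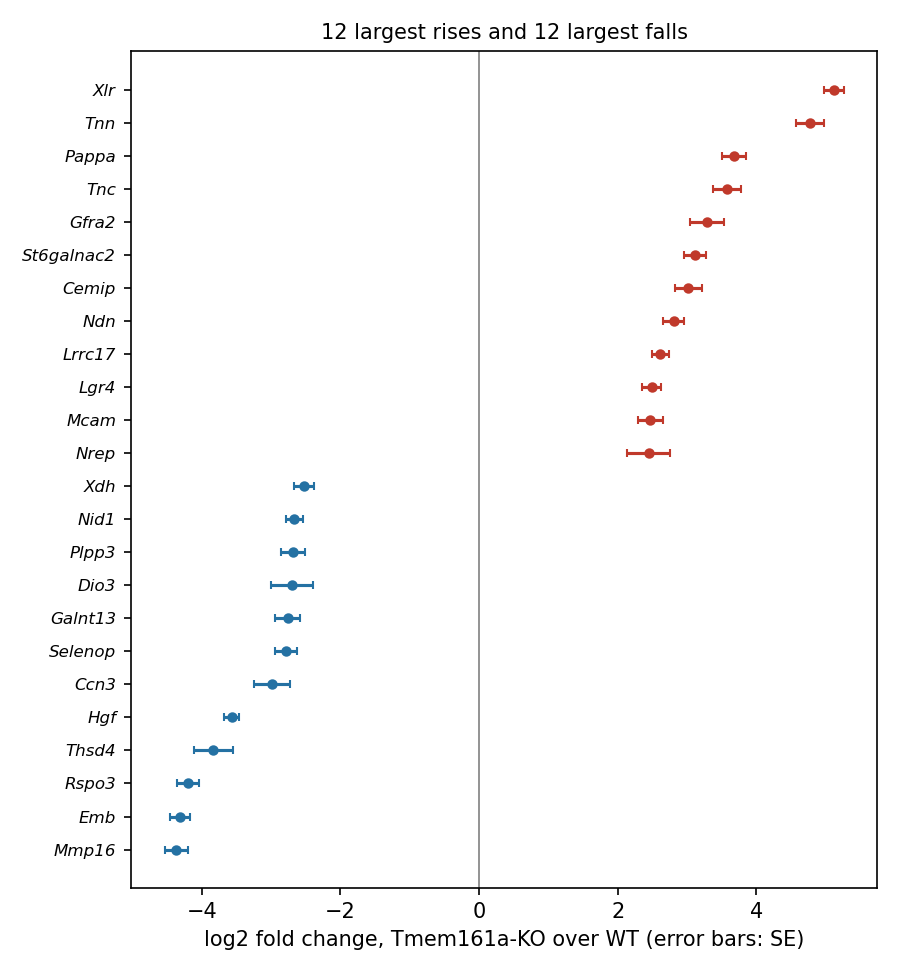
Log2 fold change of Tmem161a-KO over WT cells for the 12 genes with the largest rises (red) and the 12 with the largest falls (blue). Points are limma estimates from 3 arrays per group and bars are standard errors. The values run from 5.12 for Xlr to -4.37 for Mmp16.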

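The gene lists were drawn up from textbook knowledge. Their counts are to be read against the share that passed over all 19571 rows, 9.91%. Among genes brighter than the median row, imprinted genes left out, the share was 15.9%. Of 23 measured genes of osteoblast differentiation and bone matrix, 5 rose, 1 fell and 17 did not pass the test (6 higher and 2 lower when adjusted over the list alone). Besides Tnc, the genes that rose were Sp7, which encodes OSX, at a log2 fold change of 2.27, and the homeobox genes Msx2 (1.38), Dlx5 (1.15) and Dlx6 (0.68), whereas Ogn, which encodes osteoglycin, fell (-0.61). Sp7 had an intensity of 174 ± 12.1 (SD, n = 3) in WT cells and 849 ± 154 (SD, n = 3) in Tmem161a-KO cells. As a set against the other genes, the list gave an adjusted p of 0.149 with limma's camera at a preset correlation of 0.01, whereas fry, which asks whether the genes moved one way on balance, gave an adjusted p of 0.0173, and camera with an estimated correlation gave 0.443. Of 34 genes of collagens and collagen processing, 7 rose and 4 fell (12 and 8 adjusted over the list alone; camera adjusted p = 0.385). They included Bmp1, a procollagen proteinase on chromosome 14 (1.96), the fibrillin gene Fbn2 (1.21), the collagen hydroxylase genes P4ha2 (1.08) and Plod2 (0.77), and P4ha3 (-0.64). Of 22 matrix proteases and inhibitors, 4 rose, namely Adamts4 (0.93), Timp3 (0.69), Mmp14 (0.69), which lies on chromosome 14, and Plat (0.65), and Mmp16 fell (7 and 3 adjusted over the list alone; camera adjusted p = 0.665). Among 20 target genes of TGF-beta, Ccn2 (2.14), Snai2 (1.43), Thbs1 (1.10) and Pmepa1 (0.96) rose and Ltbp2 (-1.59) fell (4 and 2 adjusted over the list alone; camera adjusted p = 0.110). In the canonical WNT pathway, 6 of 31 genes rose and 8 fell (7 and 10 adjusted over the list alone; camera adjusted p = 0.178, or 0.443 with an estimated correlation, and fry adjusted p = 0.0264). Next to Lgr4 and Rspo3, this list holds the receptor gene Lgr6 (2.23) and the secreted modulator gene Sfrp2 (1.73), which rose, and the receptor gene Fzd1 (-1.11), which fell. In the BMP pathway, 2 of 29 genes rose and 6 fell (4 and 11 adjusted over the list alone; camera adjusted p = 0.0260). With an estimated correlation the BMP list gave an adjusted p of 0.356. The receptor genes Bmpr1a (0.70), on chromosome 14, and Acvr1 (0.46) rose. The genes of this list that fell were the ligand gene Bmp4 (-2.04), which lies on chromosome 14, the antagonist genes Chrdl1 (-1.93), Grem1 (-1.36), Fst (-0.61) and Chrd (-0.41), and the target gene Id2 (-0.75).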

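Map3k1, a kinase upstream of the stress-activated MAPKs, had an intensity of 123 ± 0.805 (SD, n = 3) in WT cells and 155 ± 19.6 (SD, n = 3) in Tmem161a-KO cells. Its log2 fold change was 0.32 (standard error 0.12, adjusted p = 0.105 from limma). The gene was dim, at a mean log2 intensity of 6.95 in WT cells and 7.27 in Tmem161a-KO cells. These lie above the olfactory receptor 95th percentile of 6.65 but below the median row at 7.72. Map2k6, which phosphorylates P38, had 260 ± 26.4 (SD, n = 3) in WT cells and 341 ± 52.4 (SD, n = 3) in Tmem161a-KO cells, a log2 fold change of 0.38 (standard error 0.14, adjusted p = 0.0876). Neither gene passed the test over all genes, although in both every Tmem161a-KO array was above every WT array. With quantile normalization Map3k1 passed, at a log2 fold change of 0.42 and an adjusted p of 0.0414. Map2k6 passed with each array centred on its median (0.45, adjusted p = 0.0480) and without Tmem161a-KO replicate 2 (0.52, adjusted p = 0.0265). Of 46 measured genes of the p38 MAPK cascade, 4 rose, 4 fell and 38 did not pass (5 higher and 5 lower when adjusted over the list alone). The paper names Map3k1 and Map2k6, which are on this list, from these same arrays, so for both the direction is not independent evidence. The ligand genes Tgfb2 (0.91) and Tgfb1 (0.76), the stress-induced Gadd45a (0.64) and the kinase gene Map3k20 (0.49) rose. The kinase genes Map3k5 (-1.13), which encodes ASK1, and Mapkapk3 (-1.08), a substrate kinase of P38, fell, as did the receptor gene Tgfbr2 (-0.58) and Rps6ka5. The P38 genes themselves gave log2 fold changes of 0.19 for Mapk11, 0.16 for Mapk12, -0.27 for Mapk13 and -0.10 for Mapk14, the last pair on chromosome 17, and none of them passed. The median over the list was 0.09, and limma's camera gave an adjusted p of 0.396, or 0.536 with an estimated correlation. In the ERK cascade, 1 of 20 measured genes rose (Elk3, 0.65) and 3 fell, including the scaffold gene Ksr1 (-1.03) (2 and 4 adjusted over the list alone; camera adjusted p = 0.941). In the JNK cascade, 2 of 19 genes rose, Mapk8 (1.11), which lies on chromosome 14, and Map4k4 (0.70), and Map3k5 fell (2 and 2 adjusted over the list alone; camera adjusted p = 0.394). Among 18 feedback inhibitors of MAPKs, the phosphatase genes Dusp6 (0.71), Dusp8 (0.59) and Dusp16 (0.42) and the Sprouty genes Spry1 (0.55) and Spry4 (0.46) rose. Dusp1 (-1.15), a phosphatase gene on chromosome 17, fell (5 and 2 adjusted over the list alone; camera adjusted p = 0.354). With 1 array left out, 2 to 4 of these feedback inhibitors were higher and 1 lower. Of 24 immediate early genes, none rose and the orphan receptor genes Nr4a1 (-1.12), Nr4a3 (-0.77) and Nr4a2 (-0.63) fell (0 and 3 adjusted over the list alone, 2 and 8 at an unadjusted limma p under 0.05, 0 and 6 by the methods' t-test). For that list camera gave an adjusted p of 0.0480, and an adjusted p of 0.563 with an estimated correlation.

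**Figure D2:**
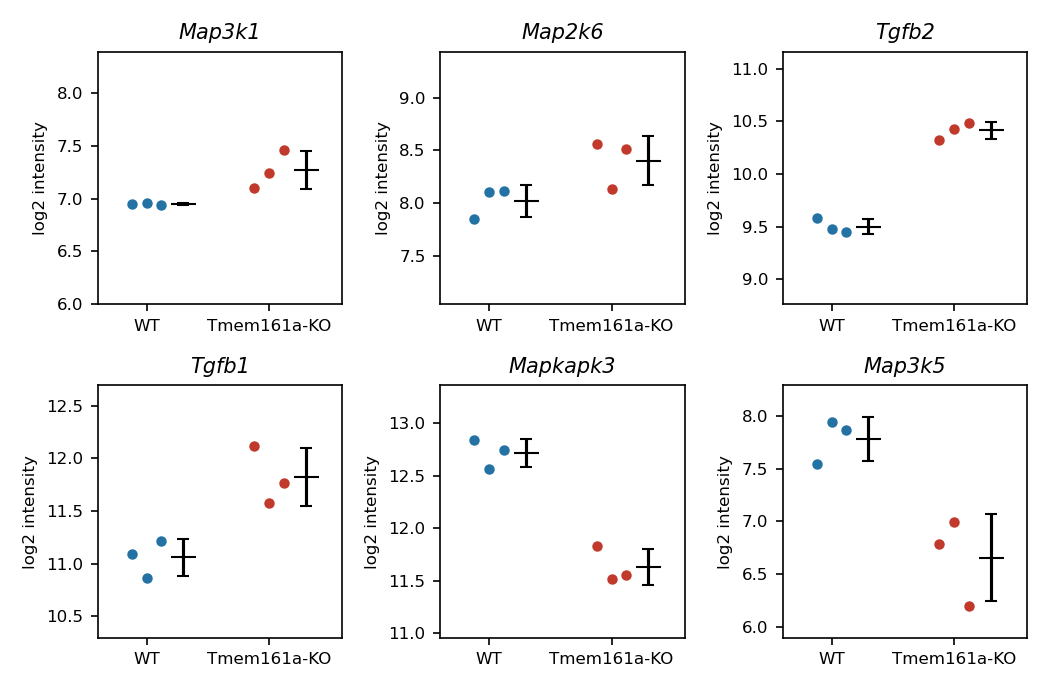
Log2 intensity of Map3k1, Map2k6, Tgfb2, Tgfb1, Mapkapk3 and Map3k5 on each WT array (blue) and each Tmem161a-KO array (red). Each dot is an array, and the black bars give the mean ± SD of 3 arrays. The vertical axes span the same number of log2 units at different levels.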

Pathway analysis revealed upregulation of mitogen-activated protein kinase (MAPK) genes in Tmem161a-KO cells, especially heat shock protein b1 (*Hspb1*), *MAP3K1*, and *MAP2K6*. For more-detailed analysis, western blotting was performed to investigate the expression of HSP25, which is a product of the *Hspb1* gene (Fig. 5b). Previous studies indicated that *Hspb1* is closely associated with the P38 MAPK signaling cascade^14,15^. Therefore, we examined the expression of P38, phosphorylated P38 (PP38), and OSX. Densitometry analysis revealed significant increases in HSP25, PP38, and OSX expression in Tmem161a-KO cells compared with WT cells (Fig. 5c, Supplementary Fig. S4). To confirm the functional association between Tmem161a and P38 MAPK signaling, we treated cells with SB203580, an inhibitor of the P38 MAPK cascade^16,17^. In Tmem161a-KO cells treated with SB203580, *Osx* mRNA expression was significantly decreased (Fig. 5d). The effect of SB203580 was also examined by western blotting (Fig. 5e). Inhibition of the P38 MAPK cascade decreased the expression of PP38 and OSX in Tmem161a-KO cells, although it was higher than in WT cells. (Fig. 5f–h). The expression of HSP25 was not reduced by P38 inhibition.

**Figure 5:**
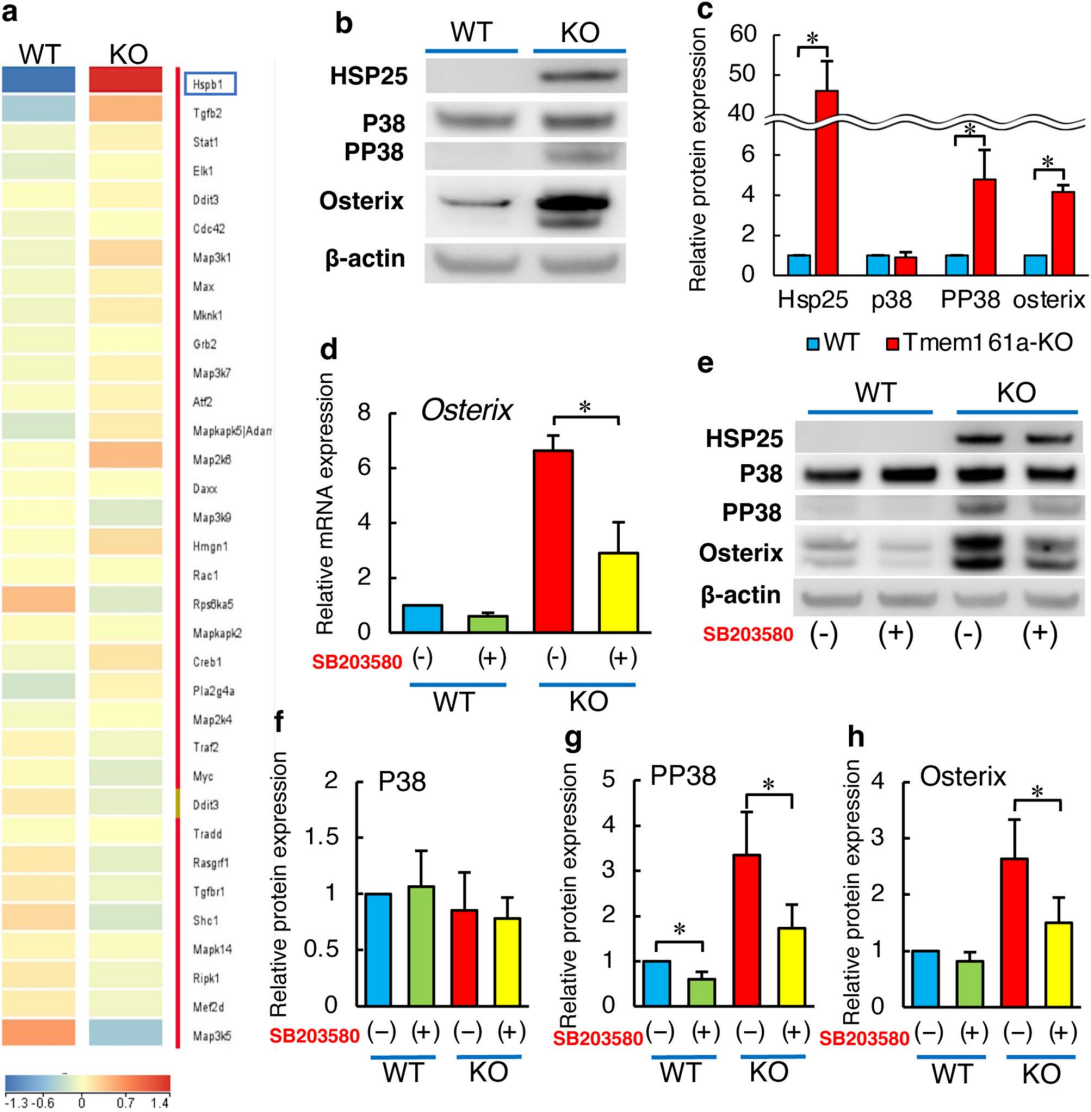
Activation of the P38 MAPK pathway in Tmem161a-KO cells. (**a**) Heatmap of WT and Tmem161a-KO cells. Microarray results were analyzed using Transcriptome Analysis Console software (version 4.0.2.15, ThermoFisher Scientific). (**b**) Western blotting of HSP25, P38, PP38, OSX, and β-actin in WT and Tmem161a-KO cells. (**c**) Densitometry analysis of HSP25, P38, PP38, and OSX expression. (**d**) *Osx* expression in WT and Tmem161a-KO cells with or without SB203580 treatment. (**e**) Western blotting of HSP25, P38, PP38, OSX, and β-actin in WT and Tmem161a-KO cells with or without SB203580 treatment. Densitometry analysis of P38 (**f**), PP38 (**g**), and OSX (**h**) in WT and Tmem161a-KO cells with or without SB203580 treatment. Data represent the mean ± SD from 3 independent experiments. Asterisks indicate statistically significant differences (*p < 0.05).

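Beside the heatmap (Fig. 5a) stand 33 gene symbols, of which 29 were analysed here. Of these 29, only Tgfb2 was higher in Tmem161a-KO cells, whereas Map3k5, Rps6ka5, Shc1 and Rasgrf1 were lower and 24 did not pass the test. How these symbols were chosen is not given in the sources used here, and if it was from these arrays, their direction is not independent evidence. Rps6ka5, which encodes the P38-activated kinase MSK1, had a log2 fold change of -0.54 (standard error 0.15, adjusted p = 0.0312 from limma). The adaptor gene Shc1 had -0.48 (standard error 0.11, adjusted p = 0.0126), and Rasgrf1, an exchange factor for RAS, had -0.41 (standard error 0.12, adjusted p = 0.0388). The 24 genes that did not pass ranged from -0.22 for Mef2d up to Map2k6, and included Mknk1 (0.25), Map2k4 (0.24), Pla2g4a (0.23), Creb1 (0.21), Rac1 (0.00) and Tgfbr1 (-0.20). Counted by sign alone, 18 of the 29 log2 fold changes were above 0 and 11 below. The methods' t-test at its unadjusted threshold called 2 of them higher and 3 lower. The paper states that pathway analysis of these arrays showed upregulated MAPK genes. It then examined P38 and other proteins by western blotting and reports more phosphorylated P38 and OSX, among others, in Tmem161a-KO cells. A P38 inhibitor lowered both in these cells, as the paper reports, although the level stayed above that of WT cells. It gives the figure the title of P38 MAPK activation in Tmem161a-KO cells. Transcript values such as those here do not measure phosphorylation.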

### Increased ROS activity in Tmem161a-KO cells

P38 MAPKs are members of the MAPK family, and they are activated by a variety of environmental stresses, including oxidative stress^18,19^. Intracellular reactive oxygen species (ROS) stress was examined using an ROS assay kit, which revealed significantly increased cellular ROS levels in Tmem161a-KO cells (Fig. 6a). We then examined the effect of oxidative stress induced by exposure to various concentrations (0–400 μM) of hydrogen peroxide (H_2_O_2_) in WT MC3T3-e1 cells. Expression of *Tmem161a* mRNA increased in a concentration-dependent manner (Fig. 6b). In contrast, the highest expression of *Hspb1* mRNA was observed with 100 μM H_2_O_2_ (Fig. 6c). Moreover, ALP assay (Fig. 6d) and staining (Fig. 6e) demonstrated increased osteoblastic differentiation in Tmem161a-KO cells compared with WT cells. Flow cytometry revealed that Tmem161a-KO cells were resistant to apoptosis at 8 h after induction of oxidative stress (Fig. 6f,g).

**Figure 6:**
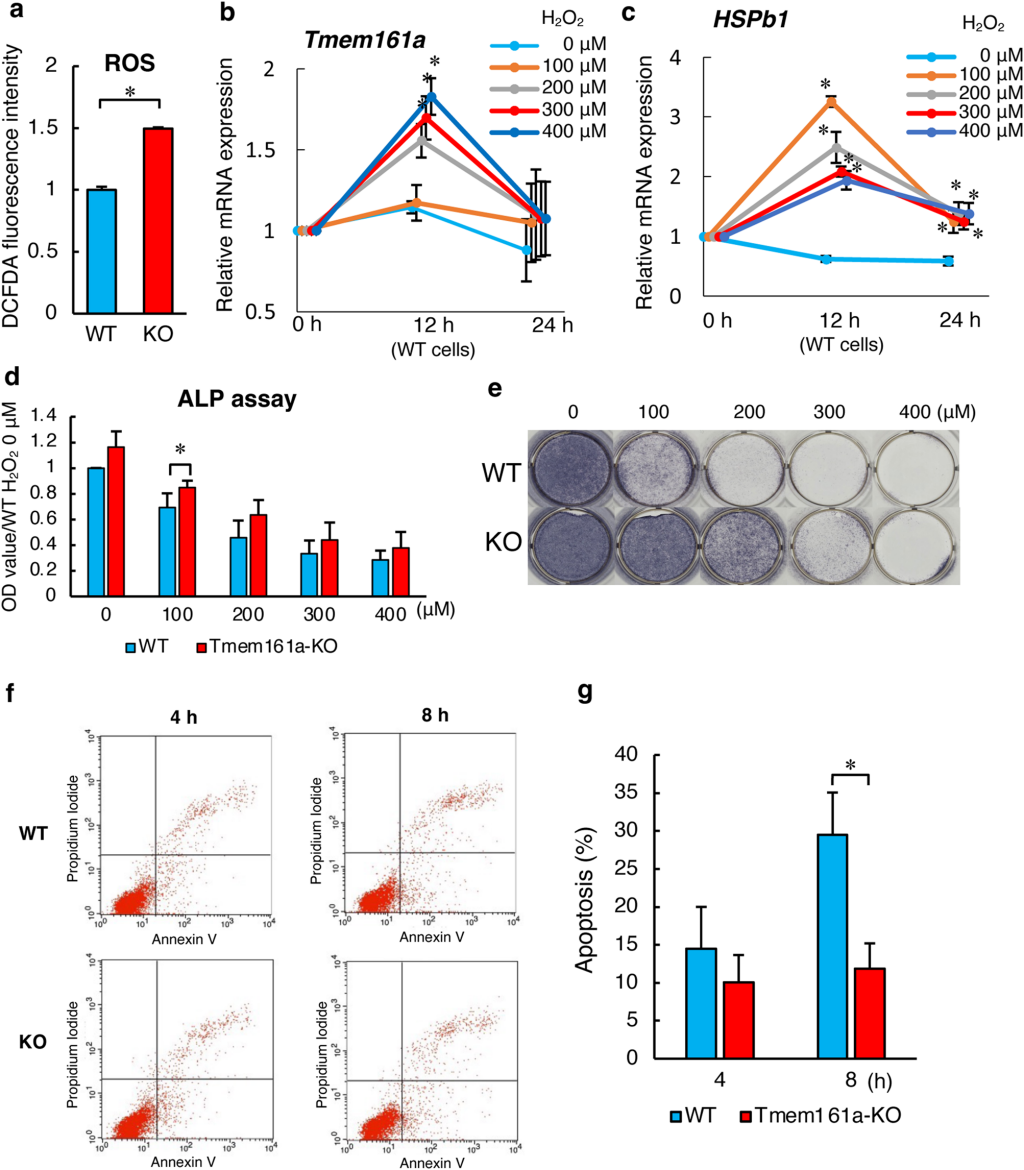
(**a**) ROS levels measured using DCFDA in WT and Tmem161a-KO cells. qPCR analysis of *Tmem161a* mRNA (**b**) and *Hspb1* mRNA (**c**) expression in response to oxidative stress induced by exposure to various concentrations of H_2_O_2_. ALP assay (**d**) and ALP staining (**e**) in WT and Tmem161a-KO cells after oxidative stress induction by exposure to various concentrations (0–400 μM) of H_2_O_2_ for 1 h. (**f**) Apoptotic cells detected based on annexin V using FACS analysis. (**g**) Number of apoptotic cells. Data represent the mean ± SD from 3 independent experiments. Asterisks indicate statistically significant differences (*p < 0.05).

## Discussion

This is the first study to investigate the role of Tmem161a in bone structure and function. The major findings of this study were that depletion of Tmem161a resulted in an increase in BMD, in turn leading to thickened cortical bones and enhanced bone strength. Moreover, Tmem161a is involved in osteoblast differentiation through the P38 MAPK pathway. These results indicate that Tmem161a plays an essential role in osteogenic differentiation.

Bone remodeling is a dynamic process that maintains the balance between bone formation by osteoblasts and bone resorption by osteoclasts^20^. A number of molecules are involved in the regulation of osteoblasts and osteoclasts, and their disruption leads to bone metabolic diseases, such as osteoporosis^21^. To identify novel genes involved in bone metabolism, we developed an efficient screening system using mutant mouse strains registered with the Exchangeable Gene Trap Clones database^9,10,22^. This screening process identified *Tmem161a* as a gene involved in bone metabolism. In our study, X-gal staining revealed ubiquitous expression of Tmem161a throughout the body. Detailed analyses indicated Tmem161a is expressed in articular cartilage, growth plates, and cortical bones. Immunohistochemical localization of Tmem161a in osteoblasts indicated it has functional importance in osteogenic differentiation.

Depletion of Tmem161a led to significantly stronger bone due to increased cortical bone thickness and BMD. A similar phenotype was observed in sclerostin-KO mice, a cystine-knot protein mainly expressed in bone^23^. Sclerostin-KO mice exhibited no difference in body weight (BW) or other phenotypes; but, bone mass and BMD were significantly increased in male and female mice compared with WT gender-matched littermates. However, Tmem161a-KO mice differed from sclerostin-KO mice in that it affects only cortical bone. In another study, the cortical bone mass and BMD were increased in myostatin-KO mice^24^. Myostatin, a member of the transforming growth factor family, is involved in the regulation of skeletal muscle growth. Depletion of myostatin induces an approximate doubling of skeletal muscle mass as well as 20% increase in cortical bone mineral content. Cortical bone is a dense external layer of bone critical for weight bearing due to its high resistance to bending and torsion^25^. Cortical bone is characterized by stiffness and high resistance to mechanical stress compared with trabecular bone^26^. In our study, depletion of Tmem161a also did not affect growth or BW of mice; however, the cortical bones became thicker and stronger. Collectively, these results indicate that Tmem161a is an important regulator of cortical bone mass and strength.

The direct evidence of the involvement of Tmem161a in osteogenic differentiation was confirmed by in vitro experiments. ALP is a glycoprotein secreted by osteoblasts that produces a high phosphate concentration on the osteoblast cell surface during bone mineralization^27,28^. *Osx* is an essential transcription factor for osteoblast differentiation and bone mineralization^29^. Therefore, both ALP and OSX could be used as reliable osteogenic markers of bone formation and bone calcification. In our study, Tmem161a overexpression decreased *Alp* and *Osx* expression in MC3T3-e1 cells. Conversely, increased *Alp* and *Osx* expression was observed in Tmem161a-knockdown or -KO cells. Alizarin Red S staining was increased in Tmem161a-KO cells, suggesting enhanced bone mineral deposition. Collectively, these results indicate that Tmem161a exerts a suppressive function in osteogenic differentiation during normal homeostasis. Although many studies have shown osteoclast function and osteoblast-osteoclast communication regulate bone remodeling, the results of co-cultures of mouse bone marrow cells and osteoblasts suggest that Tmem161a is more strongly associated with osteoblasts than with osteoclasts. However, the effect of Tmem161a on the coupling action of osteoclasts and osteoblasts still needs to be analyzed^30,31^.

Depletion of Tmem161a promoted the activation of P38 MAPK signaling, which is considered a stress-activated protein kinase pathway. An appropriate response to environmental and intracellular stresses is essential for homeostasis and survival^32^. In osteoblasts, activation of P38 induces increased expression of OSX and promotes osteogenesis^16,33,34^. The importance of P38 has also been confirmed in vivo, as deletion of P38a does not affect osteoclast function. Decreased expression of osteoblast-specific transcription factors and their targets results in impaired osteoblastogenesis, osteoblast maturation and activity^35^. The decreased expression of PP38 and OSX in Tmem161a-KO cells upon treatment with SB203580^16,17^, an inhibitor of P38, suggests that the loss of Tmem161a function increases OSX expression via activation of P38.

Excessive oxidative stress reportedly induces apoptosis of osteoblasts and suppresses ALP activity and matrix mineralization^36–38^. However, ROS can also have a positive stimulatory effect on bone regenerarion^39,40^. Pre-incubation of bone marrow stem cells in medium with low concentrations of H_2_O_2_ reduces apoptosis and promotes cell survival^41^. ROS assays and incubation with H_2_O_2_ revealed anti-oxidative stress effects in Tmem161a-KO cells. Furthermore, the induction of HSP25 suggested that these cells are resistant to oxidative stress. In the absence of Tmem161a, activation of P38 MAPK signaling resulted in upregulation of *Alp* and *Osx*. In Tmem161a-KO cells, the activation of P38 MAPK signaling and increased expression of OSX were abolished by treatment with the selective inhibitor SB203580, suggesting that Tmem161a plays an important role in mediating P38 MAPK signaling in osteoblasts. The loss of Tmem161a enhances osteoblast function through phosphorylation of P38 and enhanced transcription of *Osx*.

In summary, we demonstrated that Tmem161a plays an important role in osteogenic differentiation using in vivo and in vitro models. Depletion of Tmem161a induced stronger bone in mouse femurs due to thicker cortical bone and increased BMD. Tmem161a is important for tolerance against oxidative stress through P38 MAPK signaling.

## Materials and methods

### Animals and tissue preparation

All experiments using mice were performed with the approval of the Animal Care and Use Committee and the Genetic Modification Safety Committee of Kumamoto University and the University of Miyazaki (2015-513-5, 612), in accordance with the Institutional Guidelines for Animal Experiments and Safety Management Rules for Genetic Modification. The ARRIVE Essential 10 guideline was used to formulate the study design, sample preparation, results observation, and data analysis. Mice were euthanized with intra-peritoneal overdose injection of thiamylal sodium (Nichi-Iko Pharmaceutical, Tokyo, Japan). *Tmem161a*^*GT/GT*^ mice were generated using the exchangeable Gene Trap system^42^. Femurs were obtained from 8-week-old WT and *Tmem161a*^*GT/GT*^ mice and then snap frozen until qPCR analysis. For morphological and immunohistochemical analyses, femurs were fixed overnight in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) at room temperature (RT) and subsequently embedded in paraffin using standard methods. Five to ten mice were used in each experimental group.

### Bone morphometric analysis

Femurs were obtained from 8-week-old WT and *Tmem161a*^*GT/GT*^ male mice and analyzed by μCT using a μCT system (ScanXmate-L090H; Comscantecno, Kanagawa, Japan), as described previously^10^. Bone morphology was analyzed using a three-dimensional image analysis system (TRI/3D-BON; RATOC System Engineering, Tokyo, Japan) (n = 10)^10^. For cortical bone analyses, the mid-point of the femur was scanned. For trabecular bone analyses, the measurement area was set as 0.2 mm from the growth plate to 2 mm into the proximal area. Bone morphometric analyses included cortical C.BMD, cortical volume (Ct.V), Cortical bone thickness Ct.Th, trabecular bone mineral density (T.BMD), and bone volume (BV), Trabecular bone thickness (Tb.Th), Trabecular number (Tb.N).

### Biomechanical strength analysis

Bone strength of the femoral shaft was determined using a three-point bending test (EZ-test S; Shimadzu Co., Kyoto, Japan), as described previously^9^. The span between the two support points was 6 mm. Maximum load (M.work, N), maximum stress (M.stress, N/mm^2^), and maximum displacement (M.dsp, mm) were measured until the sample broke at a test speed of 1 mm/min.

### X-gal staining

X-gal staining was performed using the method described by Allen^43^*.* The samples were fixed in 1% formaldehyde, 0.2% glutaraldehyde, and 0.02% NP-40 in PBS at RT. After 30 min of agitation, the samples were transferred into staining solution (5 mM potassium ferricyanide, 5 mM potassium ferrocyanide, 2 mM MgCl_2_, 0.5% X-gal in PBS) and incubated overnight at RT.

### Immunohistochemistry

To examine Tmem161a expression in bone, paraffin-embedded femur tissues of 8-day-old mice without demineralization were used. The sections were deparaffinized with toluene, rehydrated using a graded ethanol series, and then microwaved at 95 °C for 15 min in 10 mM citrate buffer (pH 6.0). After inhibition of endogenous peroxidase activity by incubation in 0.3% H_2_O_2_ in methanol for 15 min, the sections were reacted with 500 µg/ml normal goat IgG and 1% bovine serum albumin/PBS for 1 h to block non-specific binding of antibodies. The sections were then reacted with anti-Tmem161a antibody (ThermoFisher Scientific, Waltham, MA, USA) overnight. After washing with 0.075% Brij L23 in PBS, the sections were reacted with HRP-goat anti-rabbit IgG for 1 h. After washing in 0.075% Brij L23 in PBS, the HRP-sites were visualized by incubation in DAB, Ni, Co, and H_2_O_2_ solution for 5 min^44^.

### Cell culture

MC3T3-e1 murine osteoblasts were purchased from RIKEN (RIKEN BioResource Center, Tsukuba, Japan). The cells were cultured in α-minimum essential medium (α-MEM) supplemented with 10% fetal bovine serum and penicillin–streptomycin-amphotericin B in the presence of 5% CO_2_ at 37 °C. To induce osteoblastic differentiation, the cells were incubated in osteogenic induction medium, which consisted of α-MEM, 10 mM β-glycerophosphate, and 50 μg/ml ascorbic acid. The medium was changed once every 2–3 days.

### Tmem161a-knockdown experiments

MC3T3-e1 murine osteoblasts were divided into two groups. The cells were transfected with control siRNA (#4390843, ThermoFisher Scientific) or Tmem161a siRNA (#4390771, ThermoFisher Scientific) using lipofectamine (RNA iMAX, Invitrogen, CA, USA). MC3T3-e1 cells were seeded at 50,000 cells/well in a 24-well plate and incubated in osteogenic differentiation medium. The medium was changed on day 3, and the cells were analyzed on day 5.

### Transient overexpression of Tmem161a

MC3T3-e1 cells were electroporated using a Tmem161a-GFP-tagged plasmid vector (#MG207689, OriGene, Rockville, MD, USA) and Tmem161a-Flag-tagged plasmid vector (#MR207689, OriGene) or empty vector using NEPA21 (Nepa Gene, Chiba, Japan). The electroporation conditions were pulse voltage = 175 V, pulse interval = 50 ms, pulse width = 50 ms, and pulse number = 2. The differentiation medium was changed on day 3, and the cells were evaluated on day 5.

### Generation of Tmem161a-KO cells

Single guide (sg)RNAs were constructed using a GeneArt precision gRNA synthesis kit (ThermoFisher Scientific) with forward primer 5ʹ-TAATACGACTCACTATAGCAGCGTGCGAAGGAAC-3ʹ and reverse primer: 5ʹ-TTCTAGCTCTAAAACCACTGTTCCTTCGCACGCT-3ʹ. The PAM sequence was located within *Tmem161a* exon2 and designed as CAGCGTGCGAAGGAACAGTG.

MC3T3-e1 cells were transfected with the generated sgRNA, Lipofectamine CRISPR max reagent (ThermoFisher Scientific), and True cut cas9 protein V2 (ThermoFisher Scientific). The KO cell line was then established using the limited dilution method in a 96-well plate. Mutant sequences were confirmed by direct sequencing. The KO cells were cloned using a Zero Blunt TOPO PCR cloning kit (ThermoFisher Scientific) and XL-1 blue (Agilent Technologies, Santa Clara, CA, USA), followed by sequencing analysis.

### ALP and alizarin red S staining

MC3T3-e1 cells were fixed in 4% PFA for 10 min. For ALP staining, after washing three times with PBS, the cells were incubated with reagents of a TRAP/ALP staining kit (Fujifilm Wako Chemicals, Osaka, Japan) for 30 min at 37 °C. For ARS staining, after washing three times with double-distilled water (DDW), the cells were incubated with 1% ARS solution (Muto, Tokyo, Japan) for 5 min at RT.

### ALP assay

MC3T3-e1 cells were seeded in a 96-well plate at a density of 5000 cells/well and incubated for 24 h. The culture medium was then replaced with osteogenic induction medium with or without H_2_O_2_. The medium was changed every 2 days. After 7 days of osteogenic differentiation, ALP activity was measured using a TRAP and ALP assay kit (Takara, Shiga, Japan). The absorbance of each well was measured at 405 nm using a Spectramax iD5 spectrophotometer (Molecular Devices, Tokyo, Japan).

### Western blotting

Protein was extracted from cultured MC3T3-e1 cells using RIPA buffer. Cell lysates containing 20 µg of protein were mixed with sample buffer solution (Fujifilm) and separated on NuPAGE 4–12%® Bis–Tris Gels (ThermoFisher Scientific). Proteins were electrophoretically transferred onto iBlot 2 membranes (ThermoFisher Scientific) for dry protein transfer and then washed with DDW. The membranes were blocked with 4% Block Ace (KAC Co., Ltd., Japan) at RT for 1 h. The membranes were then incubated overnight at 4 °C with rabbit polyclonal anti-Hsp25 antibody (ab202846, Abcam, Tokyo, Japan), rabbit polyclonal anti-p38 MAPK antibody (#9212, Cell Signaling, MA, USA) 1:2000, rabbit polyclonal anti–phospho-p38 MAPK antibody (#9211, Cell Signaling) 1:800, rabbit monoclonal anti-Sp7/OSX antibody (ab209484, Abcam) 1:1,000, or mouse monoclonal anti–β-actin antibody (A3854, Sigma-Aldrich, Tokyo, Japan) 1:200,000. Membranes were then reacted with HRP-goat anti-rabbit IgG antibody (DK-2600, Dako, Glostrup, Denmark) 1:5000 for 1 h. Protein bands were visualized by chemiluminescence using an ImageQuant LAS4000 imaging system (GE Healthcare, Fairfield, CT, USA). Densitometric analysis was performed using ImageQuant LAS 4000 software. β-Actin was used as an internal standard in each lane for normalization of target protein expression.

### RT-PCR

RNA was extracted from femur bone using Isogen (Nippongene, Tokyo, Japan) and then converted to cDNA using Moloney murine leukemia virus reverse transcriptase (Invitrogen). qPCR was performed using Ex taq (Takara) polymerase and primer sets as listed below. RNA was also extracted from MC3T3-e1 cells using a Reliaprep RNA Miniprep system (Promega, Madison, WI, USA) according to the manufacturer’s protocol. qPCR was performed on a StepOne™ Real-time PCR system (Applied Biosystems, Waltham, MA, USA) using Fast SYBR Green master mix (ThermoFisher Scientific). The relative expression of target genes was calculated using the 2^−ΔΔCT^ method. The expression profiles of *Tmem161a*, *Alp*, *Osx*, *Hspb1*, and *β-actin* were evaluated. The primer pairs used in the experiments are listed below. Tmem161a Intron1: F-5ʹ-CACTGACTTCTGAGAGATACC-3ʹ (primer a of Fig. 1a), Tmem161a Exon2: R-5ʹ-CTGCCATTGCAGAGCAG-3ʹ (primer b), pU21 SA14AS: R-5ʹ- GAGTAGGAGTCGTACCTACTC-3ʹ (primer c), Tmem161a Exon1: F-5ʹ-CCCAGGGAGCGGACATG-3ʹ (primer d), pU21 Z3 R-5ʹ-TCTACTGCTACGTGACTGTGG-3ʹ (primer e), Tmem161a Exon11 F-5ʹ-TCTACTGCTACGTGACTGTGG-3ʹ (primer f), Tmem161a Exon12: R-5ʹ-CACCAGATGATGTAAGCCAG-3ʹ (primer g). For qPCR, Tmem161a F-5ʹ-CCAGTCCAGGAGACCAACATC-3ʹ, R-5ʹ-GAGACATACGGAGCGCTCAC-3ʹ, *Alp* F-5ʹ-CCAACTCTTTTGTGCCAGAGA-3ʹ, R-5ʹ-GGCTACATTGGTGTTGAGCTTTT-3ʹ, *Osx* 5ʹ-ATGGCGTCCTCTCTGCTTG-3ʹ, R-5ʹ-TGAAAGGTCAGCGTATGGCTT-3ʹ, *Hspb1* 5ʹ-GCTCACAGTGAAGACCAAGG-3ʹ, R-5ʹ-GAAGCACCGAGAGATGTAGC-3ʹ, *β-actin* 5ʹ-GAGCTATGAGCTGCCTGACG-3ʹ, R-5ʹ-AGTTTCATGGATGCCACAGG-3ʹ.

### ROS assay

Cellular ROS were detected using a DCFDA/H2DCFDA-Cellular ROS assay kit (Abcam, Cambridge, UK). The cells were seeded into 96-well plates at a density of 25 × 10^3^ cells/well and cultured for 24 h. After washing, the cells were incubated in 10 μM DCFDA for 45 min in the dark. Absorbance was measured at Ex/Em = 485/535 nm using a Spectramax iD5 spectrophotometer (Molecular Devices).

### Microarray

RNA was isolated from WT and Tmem161a-KO cells generated using the CRISPR/Cas9 system (n = 3 each), and then cRNAs were prepared as described previously^45^. A total of 15 µg of fragmented cRNA from each sample was hybridized to a pre-equilibrated Clariom S mouse microarray chip, which was then washed, stained, and scanned using an HP ChipScanner (Affymetrix Inc., Santa Clara, USA). Data normalization was performed using GeneSpring (Agilent Technologies). All entities (22,206 genes) were filtered based on significant changes in gene expression between WT and Tmem161a-KO cells. 

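Of the 19571 gene rows tested, 1122 were higher and 817 were lower in Tmem161a-KO cells, together 9.91%. The calls were not spread evenly over the chromosomes. On chromosome 14, 227 of 689 rows were higher and 15 lower, and on chromosome 17, 12 of 964 rows were higher and 82 lower. Chromosome 14 held 3.52% of the rows tested and 20.2% of the higher calls, and chromosome 17 held 4.93% of the rows and 10.0% of the lower calls. Relative to the other chromosomes, the median log2 fold change was 0.09 over all rows of chromosome 14 and -0.13 over all rows of chromosome 17. Over the rows whose brighter group lay above the median row it was 0.58 on chromosome 14, where 85.0% of 339 rows were above 0. On chromosome 17 it was -0.25, and 18.1% of 519 rows were above 0. On the remaining chromosomes the median over these brighter rows lay between -0.10 on chromosome 15 and 0.12 on chromosome 12. Without chromosomes 14 and 17, a setting added after the values were seen, 831 genes were higher and 686 lower. Tmem161a itself is on chromosome 8. Of the higher genes 154, and of the lower genes 126, changed at least 2-fold. The methods' t-test at its unadjusted threshold called 2038 rows higher and 1878 lower, and 114 and 76 after Benjamini-Hochberg adjustment. Higher calls made up 57.9% of all calls, against 72.5% (1619 higher and 614 lower) with each array centred on its median and 52.0% (893 and 823) with quantile normalization. Without WT replicate 1 the counts were 740 and 515, and without WT replicate 2 they were 729 and 497. In 5651 rows (28.9%) the groups did not overlap, where chance gives 10%.

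**Figure D3:**
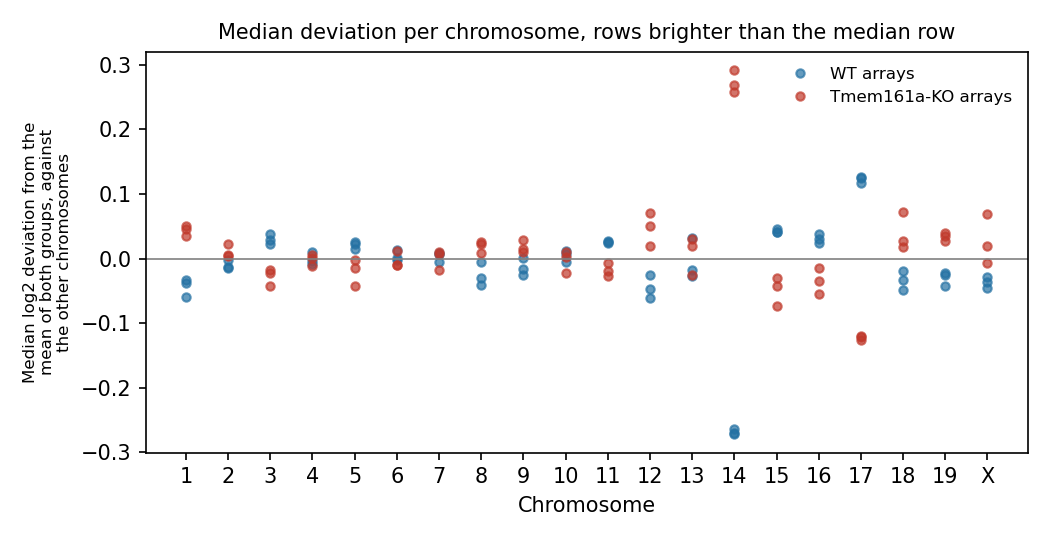
Median log2 deviation of each array from the mean of both groups, per chromosome and relative to the other chromosomes, over rows brighter than the median row. Blue dots are the 3 WT arrays and red dots the 3 Tmem161a-KO arrays. On chromosome 14 the nearest Tmem161a-KO and WT arrays lie 0.521 apart, and on chromosome 17 they lie 0.236 apart the other way.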

Data were analyzed in Transcriptome Analysis Console software (version 4.0.2.15, ThermoFisher Scientific).

### Flow cytometry

Cell apoptosis was assessed using an Annexin V-FITC apoptosis detection kit (Nacalai Tesque, Kyoto, Japan) with FACS. Briefly, cells were seeded into 6-cm dishes at a density of 21 × 10^4^ cells/well and incubated for 24 h. The cells were then treated with 400 μM H_2_O_2_. After 4 and 8 h of H_2_O_2_ treatment, adherent and floating cells in each well were harvested and washed with PBS. A 100-μl aliquot of cells was incubated with 5 μl of Annexin V-FITC conjugate and 5 μl of propidium iodide for 30 min at RT in the dark. Apoptotic cells were identified by flow cytometry using a BD FACS Calibur.

### Statistical analysis

Data were analyzed by Student's *t*-test using Statistical Package for Social Sciences software (ver. 20; IBM Corp., Armonk, NY, USA). The data shown in graphs are presented as the mean ± standard deviation, and p values of < 0.05 were considered to indicate statistical significance.

### Supplementary Information

Supplementary Information.

## Data Availability

Original micrographs and any other information are available upon request from the corresponding author. The datasets generated and analysed during the current study are available in the GEO repository, [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227961]”.

# Supplementary material for: Tmem161a regulates bone formation and bone strength through the P38 MAPK pathway
**Source:** Sci Rep. 2023 Sep 5;13:14639. doi: 10.1038/s41598-023-41837-4
**Supplement:** Supplementary file 1 — Supplementary Information.

Tmem161a regulates bone formation and bone strength through the P38 MAPK pathway

Takuya Nagai¹, Tomohisa Sekimoto¹, Syuji Kurogi¹, Tomomi Ohta¹, Shihoko Miyazaki¹,
Yoichiro Yamaguchi¹, Takuya Tajima¹, Etsuo Chosa¹, Mai Imasaka², Kumiko
Yoshinobu³, Kimi Araki³, Masatake Araki³, Narantsog Choijookhuu⁴, Katsuaki Sato⁵
Yoshitaka Hishikawa⁴ and Taro Funamoto^{1*}

Running title: Tmem161a regulates bone formation and bone strength.

Supplementary figure S1

a

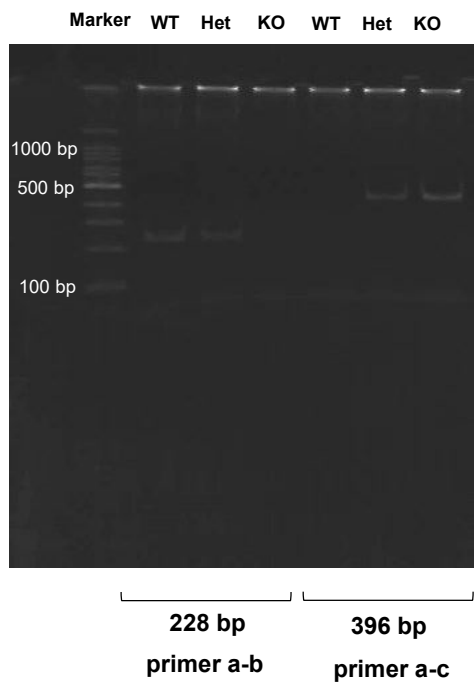

b

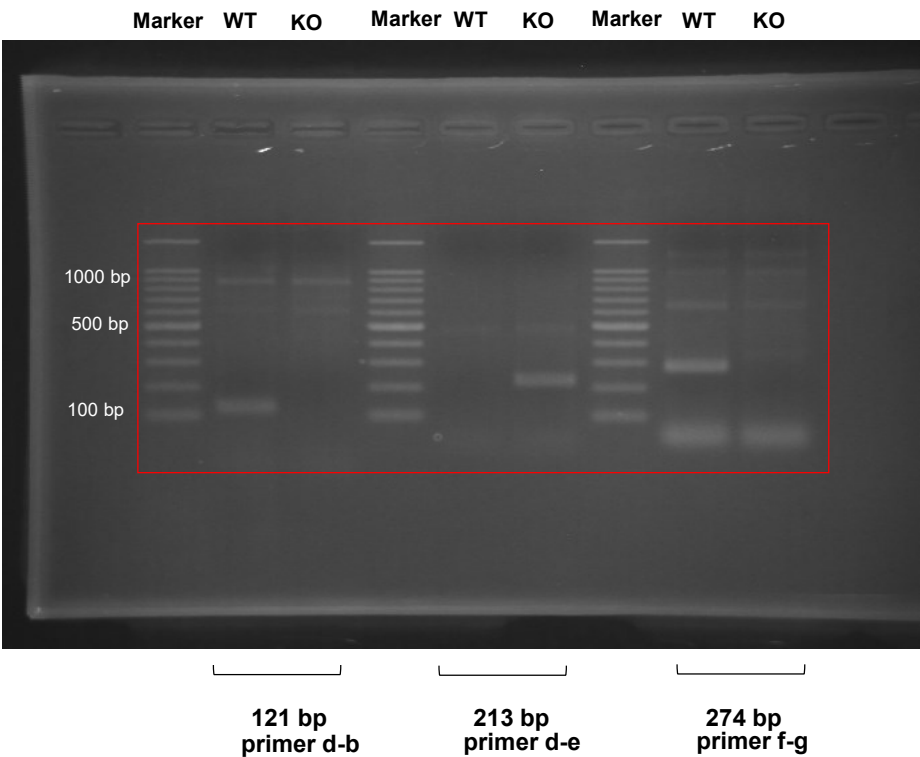

Supplementary figure S2

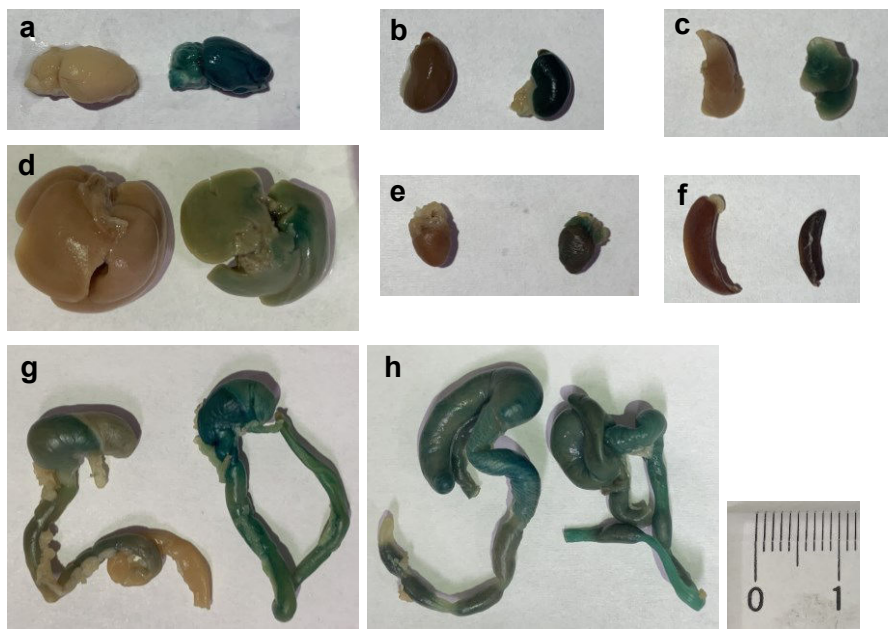

Left : WT   Right : *Tmem161a*^{GT/GT}

Supplementary figure S3

a Tmem161a

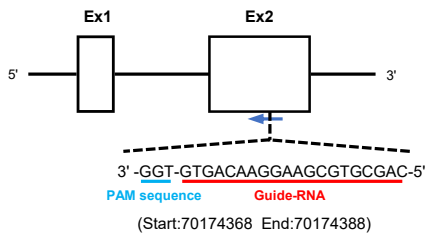

b

4 bp deletion

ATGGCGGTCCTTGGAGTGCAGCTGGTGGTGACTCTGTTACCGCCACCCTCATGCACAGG
CTAGCGCCACACT **(GTTC)**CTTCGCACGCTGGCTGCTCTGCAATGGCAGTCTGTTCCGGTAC
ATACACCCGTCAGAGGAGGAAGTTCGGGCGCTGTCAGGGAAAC **TGA**GGCCCCGGGTCAG
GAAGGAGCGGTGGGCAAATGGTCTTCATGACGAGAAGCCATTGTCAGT

17 bp deletion

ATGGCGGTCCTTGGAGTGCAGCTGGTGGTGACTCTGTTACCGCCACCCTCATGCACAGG
CT **(AGCGCCACACTGTTCT)**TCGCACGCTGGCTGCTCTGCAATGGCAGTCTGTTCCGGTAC
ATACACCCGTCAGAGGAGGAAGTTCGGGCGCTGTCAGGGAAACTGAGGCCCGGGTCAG
GAAGGAGCGGTGGGCAAATGGTCTTCA **TGA**CGAGAAGCCATTGTCAGTGCCTCGAGATGC
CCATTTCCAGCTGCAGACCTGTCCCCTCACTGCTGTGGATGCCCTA

Supplementary figure S4

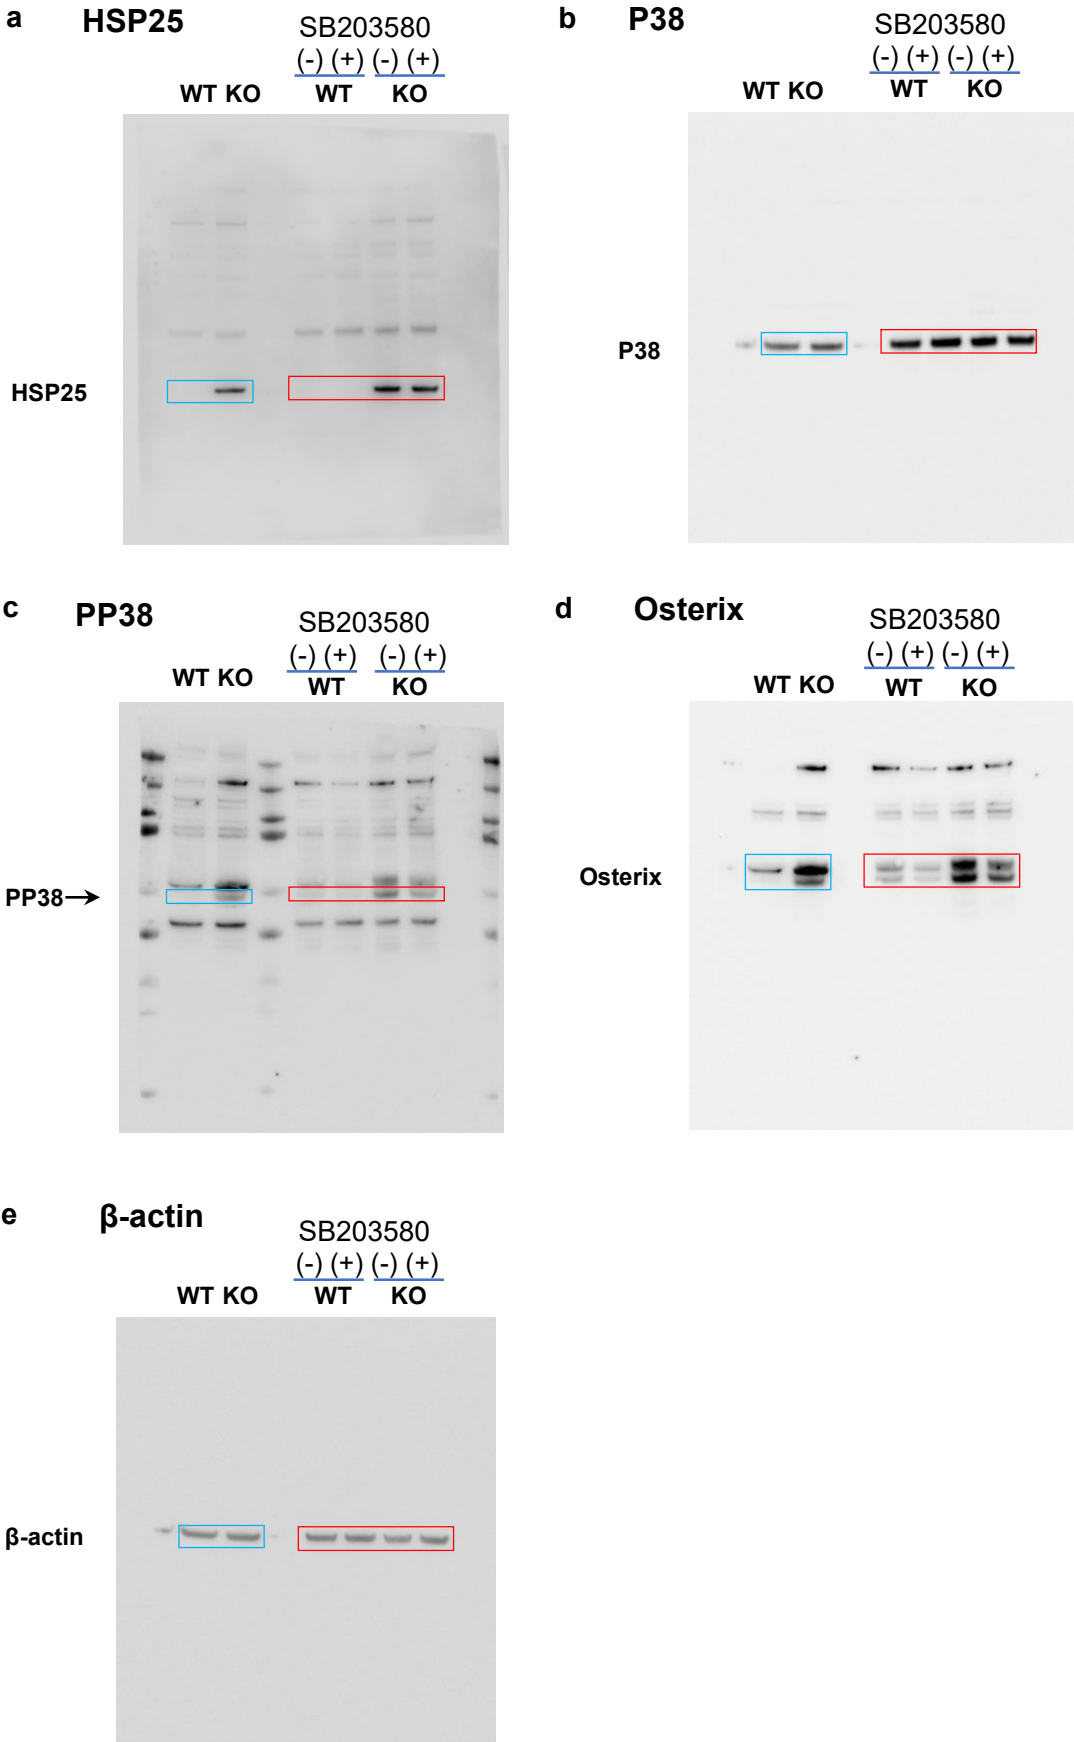

Supplementary figure S5

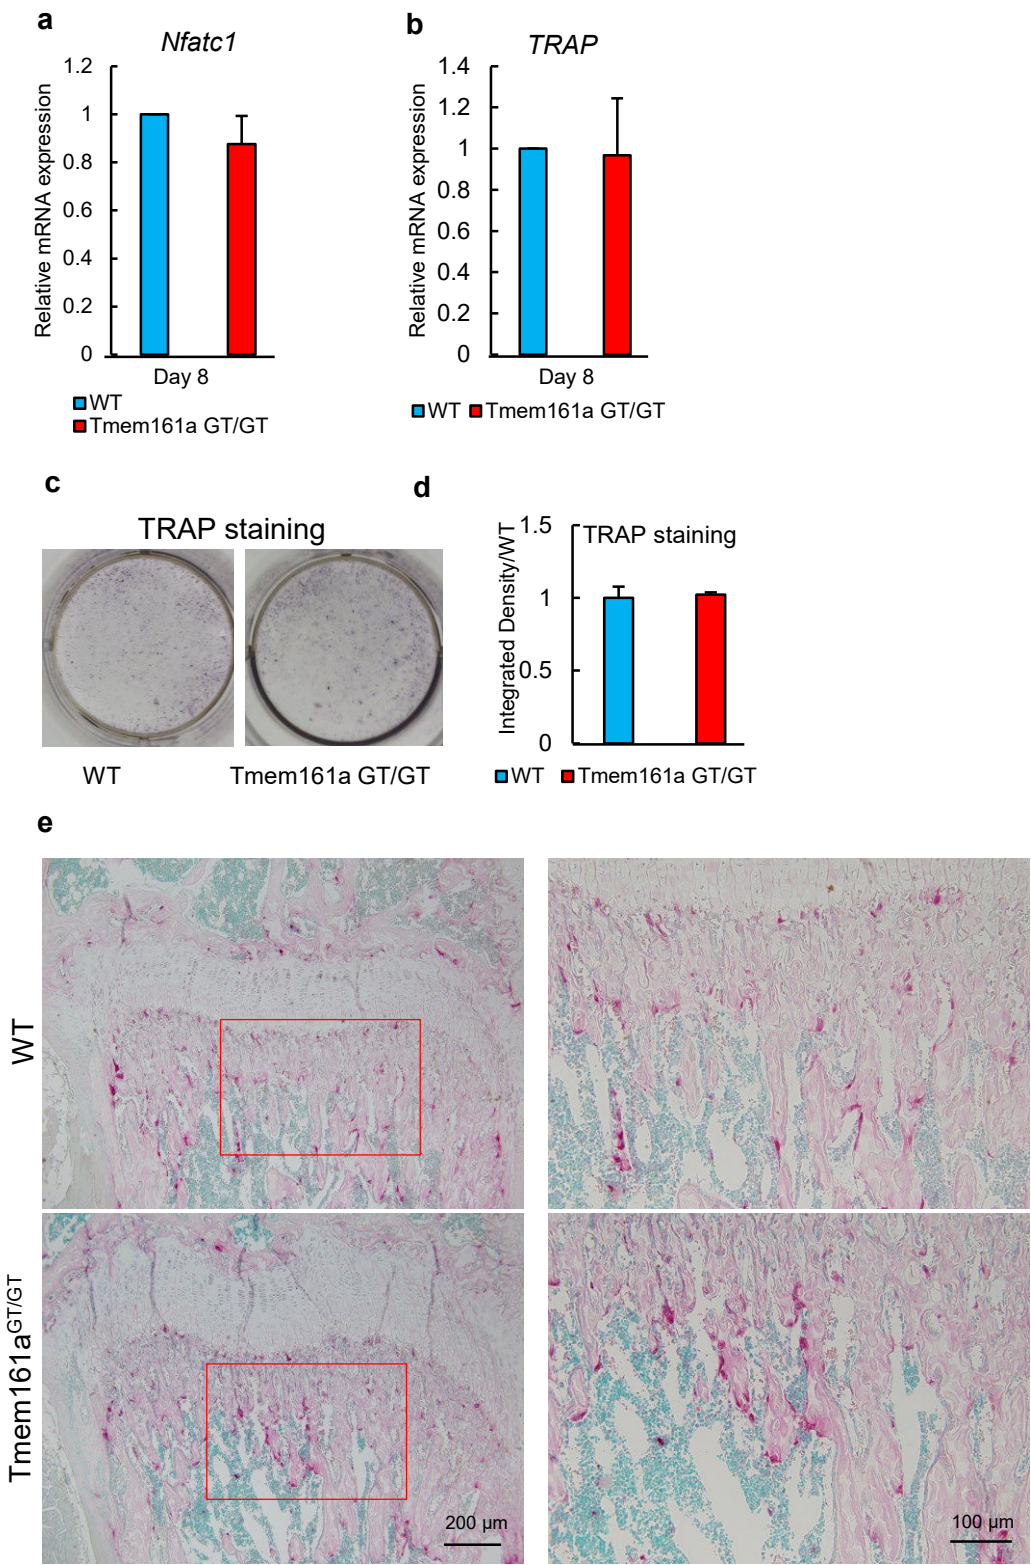

Supplementary Figure S1.

(a) Genomic-PCR analysis of *Tmem161a* in WT and *Tmem161a*^{GT/GT} mouse bone tissues. Left band is between intron 1 and Exon2 (primer a and b). Right band is between intron1 and the trap vector (primer a and c). (b) Original image of RT-PCR that revealed null of *Tmem161a* in *Tmem161a*^{GT/GT} mice. The red box shows Figure 1b.

Supplementary Figure S2.

X-gal staining of WT (left) and *Tmem161a*^{GT/GT} (right) mouse tissues. Brain (a), kidney (b), lung (c), liver (d), heart (e), spleen (f), small intestine (g), and large intestine (h).

Supplementary Figure S3.

(a) Single guide RNA and PAM sequence of *Tmem161a* Exon2 for editing *Tmem161a* knockout cells. (b) Sequencing of *Tmem161a*-KO MC3T3-e1 cells generated using CRISPR/Cas9. sgRNA and Cas9 protein were inserted into MC3T3-e1 cells. Four- and 17-base pair deleted sequences and stop codons are highlighted in red and yellow, respectively.

Supplementary Figure S4.

Full membranes of western blotting analyses of HSP25 (a), P38 (b), PP38 (c), OSX (d), and β -actin (e) in WT and *Tmem161a*-KO cells with or without SB203580 treatment. The blue box shows Figure 5b and the red box shows Figure 5e. The membrane was stripped with Western Blot Stripping Buffer (Takara).

Supplementary Figure S5.

Osteoclast culture by co-culture of mouse bone marrow cells and MC3T3-e1.

qPCR analysis of *Nfatc1* mRNA (a) and *TRAP* mRNA (b). TRAP staining (c). Integrated Density/WT of TRAP staining (d) TRAP staining in 8-week-old WT and *Tmem161a*^{GT/GT} mouse femurs (e). Data represent the mean ± SD from 3 independent experiments.

Supplementary materials and methods

Osteoclast culture by co-culture of mouse bone marrow cells and MC3T3-e1.

A mixture of 1.2 million bone marrow cells collected from mice bone marrow of femurs of 8-week-old WT and *Tmem161a*^{GT/GT} male mice and 120,000 MC3T3-e1 were cultured with 10 nM 1 α ,25-DihydroxyvitaminD₃ and 1 μ M Prostaglandin E2. The medium was changed on day 3, and the cells were analyzed on day 8. Cells were washed with PBS, fixed with 4% PFA at 37°C for 10 min, and incubated in the presence of TRAP solution (387A, Sigma-Aldrich, Tokyo, Japan) for 1 hr. The primer pairs used in the experiments are listed below. *Nfatc1* 5'-AGCCCAAGTCTCACCACAG-3', R-5'-AGCGTGAGAGGTTTCATTCTC-3', *TRAP* 5'-TTCAGTGGAGTGCACGATG-3', R-5'-ATGCAATCTGTGCAGAGACG-3'

How the deposited data were processed for this re-analysis (not part of the article)

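Gene expression was measured in WT MC3T3-e1 cells and in 1 Tmem161a-KO line made from them with CRISPR/Cas9, in 3 samples of each, on Clariom S mouse arrays. The authors normalized the arrays with GeneSpring and analyzed them with Transcriptome Analysis Console. The deposited values are intensities on a linear scale, normalized by the authors, with a column per array and no pooling. The method of background correction, the summarization of probes and the annotation version used by the authors are not given in the sources used here. The paper's methods filter the genes on significant changes without naming a test or threshold there, and its statistics section gives Student's test with a p under 0.05 for the paper as a whole.

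From these values log2 intensities were computed, with no pseudocount and no further normalization, and the groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, both group means, no covariate, Benjamini-Hochberg adjustment, threshold of 0.05 on the adjusted p). Of 22205 rows, 19571 were paired with a single gene symbol by the platform's annotation, none with several and 2634 with none. The symbols numbered 19504, and all of the named rows carried the symbol of a RefSeq mouse gene table. Of the symbols, 55 stood on several rows, and in the gene lists the row with the highest mean over all 6 arrays represented such a gene. The same table placed the genes on chromosomes, except for 46 rows. Coordinates are not printed, because the genome build behind the arrays is not given in the sources used here. Some genes that the paper or the lists name were not analysed here.

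The comparison with limma, the tests of gene lists, the 35 gene lists and the rule for the genes named in the text were set before the data were examined. The rule names Tmem161a first, then genes that the paper names or prints beside Fig. 5a, then the 12 largest rises and the 12 largest falls among called genes whose groups do not overlap and whose brighter group lies above the median row (leaving out predicted, olfactory, vomeronasal and immune receptor segment genes), and from each list up to 4 called members with the largest change, with the members that a count turns on. Where a count is small, further called members are named, and these were chosen after their values had been seen. Each list was tested against the other genes with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, and fry tested whether its genes moved one way on balance, each adjusted over the 35 lists. Camera gave an adjusted p under the threshold for 11 lists, the estimated correlation for 0 (lowest adjusted p = 0.356; 4 lists at an unadjusted p under 0.05) and fry for 7. Unadjusted limma p-values under the same threshold would give 2453 higher and 2325 lower genes.

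The alternatives were quantile normalization, centring each array on its median, an intensity trend with robust eBayes, array weights, the methods' test with and without adjustment, a filter on dim rows, all rows of the table, stricter thresholds, the replicate number as a block and leaving out each array in turn. Array data carry no read depth, and the brightness of olfactory receptor rows served as the measure of background. In data simulated from the spread of these arrays over 19571 rows for this comparison, limma recovered 27.3% of 66 genes changed by 0.5 on the log2 scale, 80.6% of 67 genes changed by 1 and 98.5% of 67 genes changed by 2, and 3.50% of the 143 calls were false. The simulation held far fewer changed genes than the arrays gave calls, so its adjusted threshold was stricter, and these shares are not estimates of how many real changes were missed.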

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

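The tests of brightness-matched rows and of groups along a chromosome were chosen after the chromosome medians had been seen, whereas the test of a copy number change was planned. Each chromosome and gene named here stood apart from the WT arrays or passed its test, and each list passed camera at the preset correlation, although none of the 35 lists passed camera with an estimated correlation (4 lists at an unadjusted p under 0.05) and 7 passed fry. The upper quartile of intensity was 1379 to 1393 on the WT arrays and 1439 to 1455 on the Tmem161a-KO arrays. The lower quartile was 65.4 to 66.3 and 62.0 to 64.1, so bright rows tended up and dim rows down. Camera did not match the lists for brightness, so small list medians cannot be told apart from this shift. The paper's introduction mentions cell cycle genes in connection with Tmem161a.

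Relative to the other chromosomes, the median log2 fold change of chromosome 14 was 0.089 over all rows and 0.58 over rows brighter than the median row, and that of chromosome 17 was -0.13 and -0.25. The authors' normalization is argued against, because in 1000 draws of equally bright rows from the other chromosomes the medians ran from -0.070 to 0.059 for chromosome 14 and from -0.040 to 0.052 for chromosome 17, and so is a change in a part of the chromosome, because the smallest median among 8 groups along it was 0.49 for chromosome 14 and -0.21 for chromosome 17. A copy number change of the chromosomes in the Tmem161a-KO line is a candidate explanation. It called for a median of the brighter rows at least 0.15 from the others in every Tmem161a-KO array against every WT array. Over these brighter rows the gap between the nearest arrays was 0.521 on chromosome 14 and 0.236 on chromosome 17. Over all rows the medians of 0.089 and -0.13 lay within 0.15 of the others. The 0.58 of chromosome 14 is close to the 0.585 that 3 copies in place of 2 would give. The -0.25 of chromosome 17 may reflect a loss in part of the cells or from more than 2 copies. DNA was not analysed here, so the copy number itself stays open. The series holds 1 Tmem161a-KO line, so its design does not separate an effect of Tmem161a, which is on chromosome 8, from a property of that line, and no explanation through Tmem161a was tested.

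Among the gene lists, 24 measured ATF4 target genes had a median log2 fold change of 0.34, with 9 higher, such as Slc7a5 (0.87), Chac1 (0.74) and Mthfd2 (0.69), and 1 lower, Cebpb (-0.58) (12 and 1 adjusted over the list alone; camera adjusted p = 7.1e-06, but adjusted p = 0.443 with an estimated correlation and 0.0609 with fry). The 25 p53 target genes had a median of 0.17, with 5 higher, namely Tnfrsf10b (1.30), on chromosome 14, Eda2r (1.25), Sesn2 (0.56), Cdkn1a (0.47), on chromosome 17, and Mdm2 (0.41), and 1 lower, Bbc3 (-0.36) (6 and 1 adjusted over the list alone; camera adjusted p = 0.00158, and adjusted p = 0.356 with an estimated correlation and 0.0264 with fry). The 33 genes of S and M phase had a median of 0.12, with Ccne1 (0.81), Ccne2 (0.54) and Rrm2 (0.51) higher and none lower (3 and 0 adjusted over the list alone, 6 and 0 with limma unadjusted, 4 and 0 by the methods' t-test; camera adjusted p = 0.0144, and adjusted p = 0.536 with an estimated correlation and 0.117 with fry). The 25 genes of glycolysis and hypoxia had a median of 0.16, with Ero1a (0.81), on chromosome 14, Ndrg1 (0.64) and Car12 (0.51) higher and none lower (4 and 0 adjusted over the list alone, 6 and 1 with limma unadjusted, 1 and 0 by the methods' t-test; camera adjusted p = 0.0480, adjusted p = 0.536 with an estimated correlation, 0.313 with fry and 0.119 without chromosomes 14 and 17).

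The 15 genes of MHC class I antigen presentation had a median of -0.39, with 7 lower, such as H2-T23 (-1.21) and Tapbp (-0.90), and none higher (1 higher and 8 lower adjusted over the list alone, and the same with limma unadjusted and by the methods' t-test; camera adjusted p = 0.000432, and adjusted p = 0.356 with an estimated correlation and 0.00866 with fry). Of these 15 genes, 10 lie on chromosome 17, and the 3 left without chromosomes 14 and 17 gave 2 lower and a camera adjusted p of 0.118. The 30 genes of the type I interferon response had a median of -0.12, with Oasl2 (-1.06), Gbp7 (-0.89), Ifih1 (-0.88) and Gbp2 (-0.86) lower and none higher (0 and 4 adjusted over the list alone, 0 and 6 with limma unadjusted, 1 and 5 by the methods' t-test; camera adjusted p = 0.00913, and adjusted p = 0.443 with an estimated correlation and 0.0279 with fry). The 28 genes of NF-kB and inflammatory cytokines had a median of -0.083, with 5 lower, Ccl2 (-1.85), Ccl7 (-1.40), Il6 (-0.63), at background brightness, Nfkbie (-0.56), on chromosome 17, and Saa3 (-0.47), and none higher (1 and 6 adjusted over the list alone, 1 and 7 with limma unadjusted, 0 and 6 by the methods' t-test; camera adjusted p = 0.0480, adjusted p = 0.459 with an estimated correlation, 0.0669 with fry and 0.115 without chromosomes 14 and 17). The BMP pathway had a median of -0.21 (adjusted p = 0.356 with an estimated correlation and 0.0173 with fry) and the immediate early genes a median of -0.15 (adjusted p = 0.563 with an estimated correlation, 0.313 with fry and 0.119 with camera without chromosomes 14 and 17).

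Among the genes named by the rule, Xlr had the highest log2 fold change (5.12) and Mmp16 the lowest estimate (-4.37), although Emb (-4.32) and Rspo3 (-4.20) fell to below the background percentile, so that their falls are understated and the order of these 3 is open. The paper reports on neither Xlr nor Mmp16.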

How the results depend on the processing

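Leaving out chromosomes 14 and 17 and the filter at the olfactory receptor 95th percentile were chosen after seeing the data, and the other alternatives were planned. For 173 named genes, settings that keep all arrays gave 1857 values: 1700 kept the direction and the side of the threshold, 152 no longer passed, 5 newly passed and 0 reversed. With 1 array left out, 876 of 1038 did so, 161 no longer passed and 1 newly passed. Of 770 list counts, 628 stayed within 1.5 times, 79 were smaller and 63 larger, and with 1 array left out 318 of 420, 86 and 16. Of 105 set test values, 81 stayed on their side, 22 lost the call and 2 gained it. The 24 largest changes kept their calls except for 1 with the intensity trend and 9 with the methods' t-test after adjustment. Where a value moved, the cause was not tested, apart from stricter thresholds, which lower counts by construction.

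The genes higher in Tmem161a-KO and the genes lower in Tmem161a-KO numbered 2038 and 1878 with the methods' t-test unadjusted, 114 and 76 after Benjamini-Hochberg, 154 and 126 at a 2-fold change and 581 and 382 at an adjusted p under 0.01. With 1 array left out they ranged from 729 to 965 and from 497 to 703, lowest without WT replicate 2 and next without WT replicate 1 (740 and 515). The p38 MAPK cascade genes higher and the p38 MAPK cascade genes lower numbered 1 and 0 with the methods' t-test after adjustment, against 4 and 4 unadjusted and 4 and 4 with limma. With 1 array left out both ranged from 2 to 5, with 2 higher without WT replicate 1 and 2 lower without Tmem161a-KO replicate 1 or 3. Map3k1 passed at 0.42 with quantile normalization (adjusted p = 0.0414, range over its alternatives 0.0414 to 0.307) and at 0.32 with the methods' t-test unadjusted, and ranged from 0.23 to 0.41 with 1 array left out. Map2k6 passed at 0.45 with each array centred on its median (adjusted p = 0.0480, range 0.0265 to 0.298) and without Tmem161a-KO replicate 2, and ranged from 0.30 to 0.52 with 1 array left out. The median change per chromosome, chromosome 14, was 0.12 with quantile normalization, 0.58 in rows above the median and 0.077 to 0.10 with 1 array left out, and the median change per chromosome, chromosome 17, was -0.13, -0.25 and -0.13 to -0.12.

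With the replicate block 1198 genes were higher and 853 lower, of which 1086 and 779 were also called without it. Deviations of same-numbered arrays correlated at 0.0719, 0.0945 and 0.0205, and 5 of 6 arrays correlated best with their own number, a hint from the data and not from the design. Map3k1 lies below the filter on dim rows, and the alternatives for a gene not analysed here were not run. Signal over background limits genes below the 95th percentile of the olfactory receptor rows, such as Alpl.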

Differences from the paper's values

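For Mapkapk2 the colours of the heatmap give the paper's log2 difference of Tmem161a-KO over WT as about -0.03 in Fig. 5a, read from the colour scale, whereas the value here was 0.00017 (standard error 0.11). Of the alternatives set before the data were examined, the values without WT replicate 2 (-0.04) and without Tmem161a-KO replicate 1 (-0.04) had the paper's sign, and all the others that gave a value for Mapkapk2 lay above 0. A difference here means an opposite sign or a gap above the larger of the SDs of both groups. By this rule Mapkapk2, with both values close to 0, was the only such gene, although gaps for other genes, such as Map2k4 (about 0.05 in Fig. 5a, read from the colour scale, and 0.24 here), were wider.

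The paper describes MAPK genes as upregulated in its pathway analysis and names no threshold beside it. Of 46 genes of the p38 MAPK cascade, 4 were higher and 4 lower, with 29 above 0 and 17 below. Of 29 genes printed beside Fig. 5a, 1 was higher and 4 lower, with 18 above 0. Bright rows tended up in general, so these counts by sign do not show a lean particular to either group of genes. Of the genes that the paper names there as upregulated, Map3k1 and Map2k6 were analysed here. Their log2 fold changes here were 0.32 (adjusted p = 0.105) and 0.38 (adjusted p = 0.0876), above 0 in all settings run, with every Tmem161a-KO array above every WT array, and their unadjusted limma p-values were 0.0163 and 0.0122. Map3k1 passed with quantile normalization (0.42, adjusted p = 0.0414 from limma, over a range of 0.0414 to 0.307 across its alternatives) and at the unadjusted threshold of the methods' t-test. Map2k6 passed with each array centred on its median (0.45, adjusted p = 0.0480 from limma) and without Tmem161a-KO replicate 2 (0.52, adjusted p = 0.0265), over a range of 0.0265 to 0.298 across its alternatives, and did not pass the methods' t-test.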

Other observations

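The test of imprinted genes was chosen after the values had been seen. The 25 measured target genes of NRF2, the regulator of the response to oxidants, had a median log2 fold change of -0.24, and 8 of them fell while 1 rose (12 and 3 adjusted over the list alone). Those that fell included the glutathione transferase genes Gstm1 (-1.75) and Gsta4 (-1.31), Blvrb (-0.97), Aox1 (-0.93) and Nqo1 (-0.83), and the gene that rose, Slc7a11 (0.69), is also on the list of ATF4 targets. Camera gave an adjusted p of 0.000325 for the NRF2 list, but an adjusted p of 0.356 with an estimated correlation, and fry gave 0.0173. Of 24 antioxidant enzymes, Gpx7 (1.14), Sesn2 (0.56) and Cat (0.39) rose and Sesn3 (-0.61) and Glrx (-0.51) fell (3 and 5 adjusted over the list alone; camera adjusted p = 0.660). None of 11 genes of NADPH oxidases passed with limma (0 and 0 adjusted over the list alone, 1 higher and 0 lower at an unadjusted p under 0.05, and the same by the methods' t-test; camera adjusted p = 0.802). The paper reports more ROS in Tmem161a-KO cells, from another assay. Of 28 apoptosis regulators, Bcl2 (1.05) rose and Bcl2l1 (-0.62) fell, both inhibitors of apoptosis (1 and 1 adjusted over the list alone; camera adjusted p = 0.394).

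Of 15 genes through which osteoblasts signal to osteoclasts, 2 rose, Efnb2 (1.53) and Tnfrsf11b (0.76), the gene of osteoprotegerin, and 5 fell, among them the chemokine genes Ccl2 and Ccl7 and Wnt5a (-0.46), which lies on chromosome 14 (3 and 8 adjusted over the list alone). Camera gave an adjusted p of 0.0480 for this list, an adjusted p of 0.467 with an estimated correlation, 0.0669 with fry and 0.152 without chromosomes 14 and 17. Alpl, the gene of the alkaline phosphatase that the paper measured by qPCR during osteogenesis, had a log2 fold change of -0.14 (standard error 0.12, adjusted p = 0.547 from limma) at an intensity of 92.2 ± 3.86 in WT cells and 84.3 ± 12.0 in Tmem161a-KO cells (SD), below the background percentile in both groups, whereas Sp7 was higher (2.27). The culture conditions of the arrays are not given in the sources used here, so these values are not set against that qPCR.

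Other lists showed few calls, given here as higher and lower when adjusted over the list alone. Of 26 listed heat shock proteins and co-chaperones, 21 were analysed here, and the others have no call. Among the 21, Fkbp4 (0.72) rose and Hspa1a (-0.54) and Hspa1b (-0.51), both on chromosome 17, fell (1 and 2; camera adjusted p = 0.535). Dnajc3 (0.69), on chromosome 14, and Sel1l (0.44) rose among 18 genes of the unfolded protein response (3 and 0; camera adjusted p = 0.149). Of 31 genes of oxidative phosphorylation, Ndufa4 (-0.61) and Ndufv2 (-0.48), the latter on chromosome 17, fell (0 and 2; camera adjusted p = 0.930), and 0 of 18 genes of cholesterol synthesis passed with limma (0 and 0, with 2 higher and 1 lower at an unadjusted p under 0.05 and none by the methods' t-test; camera adjusted p = 0.671). Among markers of other cell types, 2 of 12 adipocyte genes fell, Lpl (-0.45) and Lep (-0.43) (0 and 3), and 2 of 10 osteocyte genes, Pdpn (-0.62) and Fgf23 (-0.43) (0 and 3), with Lep and Fgf23 at background brightness. Of 16 chondrocyte genes, Sox6 (0.95) rose and Col2a1 (-0.82) and Col11a2 (-0.51), which lies on chromosome 17, fell (2 and 5). Ckm (-0.48) fell among 13 skeletal muscle genes (0 and 1), Synpo2 (-0.79) among 14 smooth muscle genes (0 and 1) and Flt1 (-0.41) among 10 endothelial genes (0 and 2). With limma, 0 of 14 osteoclast and macrophage genes passed (0 and 0, with 0 higher and 2 lower at an unadjusted p under 0.05 and none by the methods' t-test), and 0 of 6 Y-linked genes (1 and 0, also at an unadjusted p under 0.05 and by the methods' t-test). Camera gave no adjusted p under 0.05 for these markers, the lowest being 0.0955 for chondrocytes. The median and the camera direction had opposite signs for the ERK cascade, NADPH oxidases and oxidative phosphorylation, and camera and fry for the matrix proteases.

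The 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05. The real split called 1939 genes, the highest other split called 0 with limma (858 at an unadjusted p under 0.05, against 4778 for the real split), and 1 split, the real one, was as large. Every other split mixes WT and Tmem161a-KO arrays, so differences between the groups widen its spread. Its low count is therefore in part fixed by construction.

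Ndn and Dio3, among the genes with the largest changes, are imprinted, as are Plagl1 and Rasgrf1, which also passed. A hypothesis is that imprinted genes may be in another state in the Tmem161a-KO line. Without these 4 genes, 6 of 20 imprinted genes brighter than the median row passed (30.0%), against 15.9% of the other bright rows (Fisher's exact test, two-sided p = 0.117, odds ratio 2.26, 95% interval 0.711 to 6.27). That test does not settle the hypothesis in either direction, since the interval includes both no difference and a several-fold one, and with the 4 genes that prompted it the count was 10 of 24 (Fisher's exact test, p = 0.00242). The brightness of every row was that of its brighter group. Of the imprinted genes that passed, Ndn, Ddc, Herc3 and Kcnq1ot1 lay above the median row only in Tmem161a-KO cells. They entered these counts only through the group where they were higher.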
